# Plant competition cues activate a singlet oxygen signaling pathway in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2024.964476

**Published:** 2024-08-20

**Authors:** Nicole Berardi, Sasan Amirsadeghi, Clarence J. Swanton

**Keywords:** acclimation response, *Arabidopsis thaliana*, low red to far-red ratio, plant competition, RNA sequencing, shade avoidance response, singlet oxygen signaling, jasmonate-dependent defenses

## Abstract

Oxidative stress responses of *Arabidopsis* to reflected low red to far-red signals (R:FR ≈ 0.3) generated by neighboring weeds or an artificial source of FR light were compared with a weed-free control (R:FR ≈1.6). In the low R:FR treatments, induction of the shade avoidance responses (SAR) coincided with increased leaf production of singlet oxygen (^1^O_2_). This ^1^O_2_ increase was not due to protochlorophyllide accumulation and did not cause cell death. Chemical treatments, however, with 5-aminolevulinic acid (the precursor of tetrapyrrole biosynthesis) and glutathione (a quinone A reductant) enhanced cell death and growth inhibition. RNA sequencing revealed that transcriptome responses to the reflected low R:FR light treatments minimally resembled previously known *Arabidopsis* ^1^O_2_ generating systems that rapidly generate ^1^O_2_ following a dark to light transfer. The upregulation of only a few early ^1^O_2_ responsive genes (6 out of 1931) in the reflected low R:FR treatments suggested specificity of the ^1^O_2_ signaling. Moreover, increased expression of two enzyme genes, the *SULFOTRANSFERASE ST2A* (*ST2a*) and the early ^1^O_2_-responsive *IAA-LEUCINE RESISTANCE (ILR)-LIKE6* (*ILL6*), which negatively regulate jasmonate level, suggested that repression of bioactive JAs may promote the shade avoidance (versus defense) and ^1^O_2_ acclimation (versus cell death) responses to neighboring weeds.

## Introduction

Singlet oxygen (^1^O_2_) is a potent oxidant that is generated in photosynthetic and non-photosynthetic tissues under multiple stresses (Dmitrieva et al., 2020). Several reports on the lifetime and diffusion distance of ^1^O_2_ in cellular environments indicate that ^1^O_2_ may diffuse through cell membranes (Dmitrieva et al., 2020; Ogilby, 2010; Hatz et al., 2007; Skovsen et al., 2005). Indeed, in *Chlamydomonas reinhardtii*, the photosystem II (PSII)-generated ^1^O_2_ under high light stress reached cytosol and induced expression of the glutathione reductase homologue GPXH (Fischer et al., 2007). These studies along with the detection of osmotic stress- and drought-induced ^1^O_2_ in *Arabidopsis* roots (Chen and Fluhr, 2018; Mor et al., 2014) indicate the possibility of ^1^O_2_ generation in cellular compartments other than chloroplast.

Under severe stress conditions, high levels of ^1^O_2_ can damage cellular components and impair plant function through photo-inhibition and uncontrollable cell death (Laloi and Havaux, 2015). At sub-lethal levels, however, ^1^O_2_ initiates signaling pathways that trigger disparate stress responses including acclimation to excess light and programmed cell death (op den Camp et al., 2003; Ledford et al., 2007; Laloi and Havaux, 2015; Waszczak et al., 2018; Ambastha et al., 2020).

Several plant systems allow for the study of ^1^O_2_ signaling. These include the conditional fluorescent (*flu*) mutant of *Arabidopsis* (Meskauskiene et al., 2001; op den Camp et al., 2003), the *tigrina* (*tig-d.12*) mutant of barley (Lee et al., 2003), and the *chlorina1* (*ch1*) mutant of *Arabidopsis* (Ramel et al., 2013a). The *flu* and *tig-d.12* mutants produce ^1^O_2_ in the light from dark-accumulated photosensitizer protochlorophyllide (Pchlide), whereas the *ch1* mutant of *Arabidopsis* and the *chlorina-f2* mutant of barley are deficient in chlorophyll b (Kim et al., 2009; Havaux et al., 2007; Havaux and Tardy, 1997; Leverenz et al., 1992). In the *ch1* mutant of *Arabidopsis*, PSII is confined to its reaction center due to the inability of PSII light-harvesting antennae to assemble without chlorophyll b. Without light-harvesting complex II (LHCII), PSII lacks photoprotective mechanisms like nonphotochemical quenching. Consequently, increasing photon flux density can lead to PSII overexcitation and the formation of ^1^O_2_ (Ramel et al., 2013a; Dall'Osto et al., 2010). While these mutant systems have provided valuable insight into the ^1^O_2_ signaling pathways, few plant systems allow the controlled induction of ^1^O_2_ and investigation of ^1^O_2_ signaling within wild type plants. Recently, ^1^O_2_ generation was detected in wild type *Arabidopsis* leaves following transfer of the FR light-treated seedling to white light (Page et al., 2017). This white light-mediated induction of ^1^O_2_ was due to Pchlide accumulation and led to suppression of major chlorophyll synthesis and photosynthetic genes presumably to prevent photo-oxidative damage during de-etiolation (Page et al., 2017).

Despite the detection of ^1^O_2_ in wild type *Arabidopsis* leaves following a short-time (two hours) FR light treatment and exposure to white light (Page et al., 2017), it is not clear whether ^1^O_2_ can be induced under low R:FR light environments. Such ^1^O_2_ induction may provide an opportunity to explore the involvement of ^1^O_2_ signaling as an intermediary between low R:FR light-mediated phytochrome inactivation and modulation of growth-defense trade-offs in response to competition cues. Under low R:FR light environments, phytochrome inactivation promotes growth-related hormonal pathways, while attenuating jasmonic acid (JA)-mediated defense responses (Ballaré, 2014; de Wit et al., 2016; Fernández-Milmanda and Ballaré, 2021). Attenuation of JA synthesis is also indispensable for triggering acclimation response to ^1^O_2_ and prevention of cell death, while ^1^O_2_-mediated photo-damage and cell death correspond with JA accumulation (Ramel et al., 2013a; Ramel et al., 2013b). Recently, a sulfotransferase (*ST2a*) has been shown to be up-regulated as a molecular link between low R:FR light environments and attenuation of JA-mediated defense responses through sulfation of bioactive JAs (Fernández-Milmanda et al., 2020). In addition, to a lesser extent, the low R:FR light upregulated the early ^1^O_2_-responsive amidohydrolase *ILL6* (op den Camp et al., 2003), which catalyzes the amido-hydrolysis of JA-isoleucine (Fernández-Milmanda et al., 2020). Given that Pchlide accumulation in the FR light-adapted plants leads to ^1^O_2_ production under white light (Page et al., 2017), a possibility arises that *ST2a* up-regulation in the low R:FR environments may be linked to ^1^O_2_-mediated signaling. In this work, wild-type *Arabidopsis* was used as a model to distinguish whether increased leaf production of ^1^O_2_ in response to competition cues is due to reflected far-red light from neighboring weeds and to gain insights into the ^1^O_2_ signaling under low R:FR light environments. Our findings under biological weedy and artificial sources of reflected low R:FR light show that elongation growth responses occur concurrently with ^1^O_2_ appearance suggesting its signaling role in response to competition cues. The ^1^O_2_ appearance is not a consequence of Pchlide accumulation and not sufficient to cause cell death but chemical treatments that increase Pchlide level or decrease chloroplast electron transport efficiency result in cell death and growth inhibition. The ^1^O_2_ signatures under the biological and artificial low R:FR light treatments differ dramatically from those in *Arabidopsis* mutants that rapidly generate ^1^O_2_ after dark to light transfer. Finally, the upregulation of *ST2a and ILL6* and the suppression of bioactive JAs may also operate in the acclimation to ^1^O_2_ under weed competition.

## Materials and methods

### Plant material and growth conditions

Wild-type *Arabidopsis thaliana* (ecotype Columbia) plants were raised in controlled environment growth chambers (Model CMP 3244 Conviron, Winnipeg, Canada) with a 12-hour photoperiod, an irradiance of 160 µmol m^-2^ s^-1^, a temperature of 21/18°C, and a relative humidity of 60%. The weed-free control (R:FR ≈ 1.6), biological low R:FR (R:FR ≈ 0.3), and artificial low R:FR (R:FR ≈ 0.3) light treatments were set up by placing plastic tubes (8 × 18 cm, 1 L) in the center of plastic pots (16 × 15 cm, 3.36 L) (Airlite Plastics Company, Omaha, USA). Drainage holes were drilled in the tubes and pots. For the control and the artificial low R:FR light treatments, the area between the plastic pot and plastic tube was filled with Turface MVP (Profile Products LLC, Buffalo Grove, USA). For the biological low R:FR treatment, the area between the plastic pot and plastic tube was filled with Sunshine Mix #4 (Sungro Horticulture, Agawam, MA) and seeded (≈ 200 g m^-2^) with a commercial mixture of grass seeds (The Scotts Compnay LLC, Marysville, USA). This mixture of grass seeds consisted of perennial ryegrass (*Lolium perenne* L.), creeping red fescue (*Festuca rubra* L.), Kentucky bluegrass (*Poa pratensis* L.), and chewing fescue (*Festuca rubra* L.) (The Scotts Compnay LLC, Marysville, USA). The grass was watered twice a week and was fertilized every two weeks with a nutrient solution as described previously (Tollenaar, 1989). A dense grass was established within two months and generated a stable biological source of reflected FR light without direct contact between the grass and experimental plants. A simulated FR light environment (artificial low R:FR; R:FR ≈ 0.3) was generated using 13 W, 162 mA far-red LEDs (Phillips Canada). Seeds of *Arabidopsis* were planted in a mix of PGx (Premier Horticulture LTD, Quebec, Canada) and perlite (Perlite Canada Inc., Quebec, Canada) at a ratio of 3:1 in 355 mL (8×10 cm) plastic cups (Dart Container Corp., Mason, USA). The plastic cups were then placed inside the plastic tubes in each pot in the respective light environments (**Figure 1**). The central plastic tube acted as a barrier preventing water exchange and nutrient flow between the *Arabidopsis* plants in the cups and the grass. Further, the empty space between the bottom of the cup and bottom of the central tube prevented secretion of grass metabolites to *Arabidopsis* roots. Light interference in the growth chambers was eliminated using a white opaque plastic divider between the weed-free control and biological low R:FR while allowing a free upward air flow (1.55 m^3^ min^-1^) across treatments. *Arabidopsis* plants were grown under weed-free control conditions for 21 days and fertilized weekly with a modified Hoagland’s solution (10 mM KNO_3_, 10 mM Ca(NO_3_)_2_.4H_2_O, and 2.5 mM KH_2_PO_4_). *Arabidopsis* plants were then exposed to either the biological or artificial low R:FR light treatment for 12 hours a day for seven days or kept under control conditions before plants were sampled. The light spectral composition of the weed-free control, biological low R:FR, and artificial low R:FR light treatments were determined at plant height. The incoming and reflected light quantity and quality were measured at nine locations across each treatment using a LI-COR-180 spectrometer (Li-COR Biosciences; Lincoln, NE, USA). For incoming light measurements, the spectrometer was held level at plant height facing the lights. For reflected light measurements, the spectrometer was held level facing the plants. A summary and detailed information about the light spectral composition in the weed-free control, biological low R:FR and artificial low R:FR light treatments are presented in **Supplementary Table 1**.

**Figure 1:**
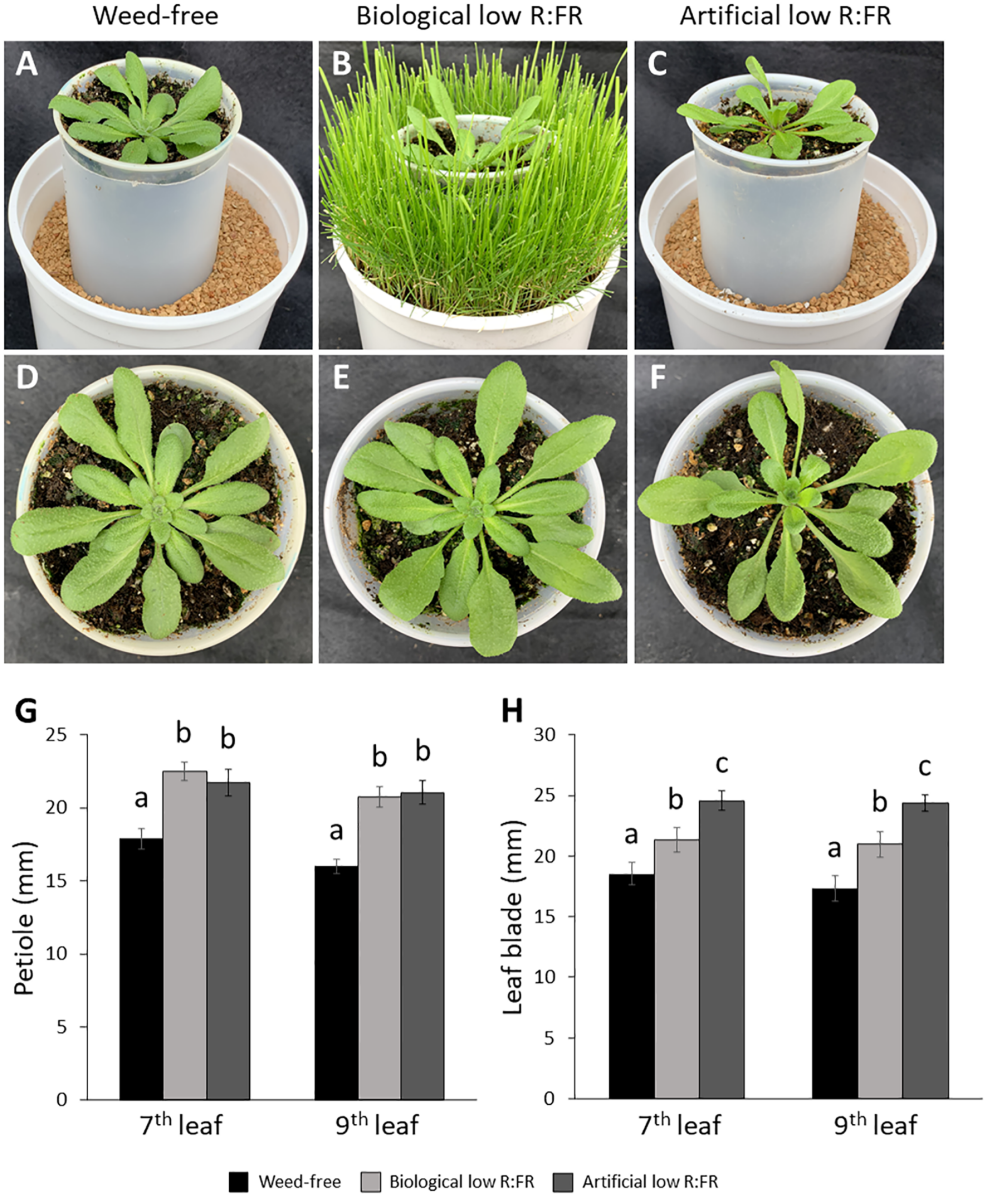
Weed-free control **(A)**, biological low R:FR **(B)**, and artificial low R:FR **(C)** treatments with reflected R:FR of ≈1.6, ≈0.3, and ≈0.3, respectively. *Arabidopsis* plants were exposed to the biological and artificial low R:FR light for 12 hours a day for seven days or kept under control (weed-free) condition prior to sampling. Plastic cups containing *Arabidopsis* seedling were placed in a plastic tube in the center of the pots to prevent direct root contact with neighbouring weeds. Note the hyponastic leaf growth in the biological and artificial low R:FR treatments. Normal leaf growth in the control **(D)**, and petiole elongation in the biological low R:FR **(E)**, and artificial low R:FR **(F)** treatments. Increases in petiole **(G)** and leaf blade **(H)** lengths of 7^th^ and 9^th^ leaf (4-week-old) in the low R:FR treatments. Black bars represent the control treatment while light grey and dark grey bars represent the biological low R:FR and artificial low R:FR light treatments, respectively. Note the similar elongation responses of *Arabidopsis* in separate growth chambers with the biological and artificial sources of reflected low R:FR light. Data represent means ± SEM for three independent experiments each consisting of five plants per treatment. Means were separated using Tukey’s HSD test (*P*<0.05). Letters indicate statistical significance of differences across treatments.

### Singlet oxygen imaging

Singlet oxygen formation was detected in 4-week-old *Arabidopsis thaliana* leaves using Singlet Oxygen Sensor Green (SOSG) (ThermoFisher, Waltham, USA). A 500 µM stock solution of SOSG was prepared by dissolving 100 µg of SOSG in 330 µL of methanol and diluted to a working concentration of 10 µM SOSG using 50 mM potassium phosphate buffer (pH 7.5) and 0.01% Tween-20 as a non-ionic surfactant. Plants were manually infiltrated with the 10 µM SOSG solution using a 60 ml needleless syringe and placed back in the treatment for two hours. The SOSG fluorescence (excitation ~450-490 nm; emission ~500-550 nm) was detected using an Axio Zoom V16 fluorescence stereo microscope with a Pan NeoFluor Z 1x/0.25 FWD 56 mm lens and a 38 HE filter set (Zeiss Canada, Toronto, Canada). All leaf images were obtained using the same magnification and an exposure of 500 milliseconds. The SOSG fluorescence signal was quantified using the image analysis application Fiji (Schindelin et al., 2012). Briefly, the fluorescence signal in each leaf image was quantified in five equal (200 × 200) regions of interest (ROIs) and averaged to obtain the mean fluorescence signal. For each treatment, 25 independent images were analyzed.

### Pigment analysis

To quantify photosynthetic pigments, leaf discs (nine mm) were taken from the mid-section of fully expanded *Arabidopsis* leaves (4-week-old) and placed in 1.5 mL of 80% acetone. The leaf discs were incubated in the dark at -20°C for 24 hours until total removal of chlorophyll. Absorbance was measured at 470, 626, 645, 646, 647, 663, and 664 nm. The concentration of Pchlide, chlorophyllide a (Chlide a), chlorophyll a (Chl a), chlorophyll b (Chl b), and total carotenoids were calculated using the previously described equations (Brouers and Michel-Wolwertz, 1983; Lichtenthaler and Wellburn, 1983). A more detailed quantification of individual carotenoids including lutein, β-carotene, violaxanthin, and neoxanthin was performed by high performance liquid chromatography (HPLC). Approximately, 20 mg of fresh ground tissue was used for HPLC analysis. To extract prenyl lipids, 250 µL of acetone:ethyl acetate (3:2; v/v) was added to each sample followed by the addition of 100 µL of ethyl acetate and 200 µL of dH_2_O. Each sample was then vortexed for five seconds and centrifuged (10 seconds burst) to achieve phase separation. The upper ethyl acetate layer was transferred into a vial and 50 µL of the ethyl acetate layer was separated on a five µm Spherisorb ODS-2 reverse-phase column (250 × 4.6 mm, Supelco) thermostated at 23°C. A linear gradient from 100% acetonitrile:water:trimethylamine (9:1:0.01) to 100% ethyl acetate was used to elute the samples at a flow rate of 1 mL min^-1^ over 45 minutes. Lutein, β-carotene, violaxanthin, and neoxanthin were detected at *A*_440_ with a detection limit of 0.05 nmol and were quantified based on external calibration standards of high purity. For these HPLC standards, lutein was obtained from Cayman Chemicals (Ann Arbor, MI, USA). β-carotene, violaxanthin, and neoxanthin were obtained from Sigma Aldrich (Oakville, ON, Canada).

### Chemical treatments

All chemicals were made up in 10 mM MES buffer (pH 6.5) and 0.01% tween-20 as a surfactant. The final concentrations of chemicals were 10 mM ALA (5-aminolevulinic acid; the precursor of tetrapyrrole biosynthesis), 50 mM, 100 mM, 150 mM, and 200 mM GSH (reduced glutathione; a quinone A reductant), and 50 mM, 100 mM, 150 mM, and 200 mM H_2_O_2_ (hydrogen peroxide; an oxidizing agent). For the ALA treatment, the upper and lower leaves of 4-week-old *Arabidopsis* plants were sprayed with a two mL solution of ALA. In total, four experiments were performed and ALA was sprayed on three plants per treatment per experiment. For the GSH and H_2_O_2_ treatments, the rosette leaves of 3-week-old *Arabidopsis* plants were sprayed with a one mL solution of GSH or H_2_O_2_. After spraying, plants were allowed to dry for one hour before transfer back to the treatments. The extent of cell death by ALA was monitored and imaged every 24 hours for a total of 72 hours. The extent of cell death by GHS and H_2_O_2_ was monitored every 24 hours and imaged 96 hours after spraying. In total, three independent experiments with a similar time course were performed and each chemical was sprayed on five plants per treatment per experiment. In separate experiments, the extent of cell death by GSH was quantified in 18 plants per concentration per treatment using the image analysis application Fiji (Schindelin et al., 2012). Dead leaf area was calculated by subtracting the green leaf area from total leaf area and expressed as percentage of leaf cell death.

### RNA-sequencing

RNA extraction from 4-week-old *Arabidopsis* rosette leaves and subsequent DNase treatment of RNA samples were performed using a RNeasy PowerPlant kit (Qiagen) and an RNase-Free DNase kit (Qiagen) according to the manufacturer’s instructions. In total, nine samples consisting of three treatments (weed-free, biological low R:FR, and artificial low R:FR light) with three replicates, each consisting of a pool of leaves from three individual plants, were analyzed. The RNA quality and quantity were determined using an Agilent 2100 Bioanalyzer (Agilent Technologies). The RNA libraries were constructed using the Illumina TrueSeq RNA kit in three replicates according to the manufacturer’s protocol. The RNA libraries were sequenced on an Illumina sequencer (NovaSeq 6000) at the Genome Quebec Innovation Center (McGill University, Canada) to obtain ≈25 M reads per replicate. Differentially expressed gene (DEG) analysis was performed by Harvest Genomics Inc. (Guelph, Canada), where the quality control of raw.fastq files was performed prior to sequence alignment to the reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001735.4/) using Bowtie 2 v2.4.3. Count data were retrieved using HTSeq (version 0.13.5) and DEGs were determined using DESeq2 (version 1.30.1). The Benjamini-Hochberg false discovery rate (FDR) correction was used within DESeq2 (version 1.30.1) to obtain adjusted *p*-values (*p*adj). Tables of log_2_ fold change (lfc) were generated as described previously (Zhu et al., 2019). The RNA-seq raw reads and expression analysis are available in the NCBI gene expression omnibus (GEO) data repository under accession GSE213185 (https://www.ncbi.nlm.nih.gov/gds/?term=GSE213185).

### Real-time quantitative reverse transcription PCR assays

Total RNA was extracted from 4-week-old *Arabidopsis* leaves using the TRI Reagent (Sigma Aldrich Canada). In total, 16 samples from two independent experiments were analyzed. In each experiment, eight samples were taken from two treatments (weed-free and biological low R:FR light) each consisting of rosette leaves from four individual plants. The DNAse treatment and sample cleanup were performed using the RNAase-Free DNase Set (Qiagen Inc. Canada) and the RNeasy MinElute Cleanup kit (Qiagen Inc. Canada), respectively. Prior to RT-qPCR assays, RNA quality was determined using an Agilent 4150 TapeStation System (Agilent, CA, USA) according to the manufacturer’s instructions. The RNA samples were reverse transcribed using the High Capacity cDNA Reverse Transcription kit following the supplied protocol (Applied Biosystems, Canada). Real-time PCR assays were performed using a QuantaStudio Real Time PCR system (Thermo Fisher Scientific Inc., Canada). Each PCR reaction (20 μl) consisted of 10 μl of 2× SsoAdvanced Universal Inhibitor-Tolerant SYBR supermix (Bio-Rad, Cat No: 172-5017), 0.8 µl of PCR forward and reverse primer mix at 5 µM (final concentration of primer at 200 nM), 4.2 μl of water and 5 µl of 8× diluted cDNA. The thermal cycler conditions were 3 minutes at 98°C polymerase activation step, followed by 40 cycles of a two-step qPCR (10 seconds of 98°C denaturation, 30 seconds of 60°C combined annealing/extension). The amplified PCR products were compared with the *PROFILIN1* (*PRF1*) as a housekeeping gene and relative changes in gene expression were quantified using the 2^-ΔΔct^ equation (Livak and Schmittgen, 2001). Primers were designed using PrimerQuest Tool (Integrated DNA Technologies, Coralville, USA). The primer sequences used for qPCR were: *SULFOTRANSFERASE 2A* (At5G07010) *ST2a* fwd 5’-ACCTCAAGCATGAAGAGCATTC-3’ and *ST2a* rev 5’-CCCTTCATCTTCTTCGGCTTTC-3’; *SULFOTRANSFERASE 2B* (At5G07000) *ST2b* fwd 5’-AAGCGAAGGCCAAGAAGAA-3’ and *ST2b* rev 5’-GTAACGATTTCTCCGTCCTCTC-3’; *IAA-LEUCINE RESISTANCE (ILR)-LIKE6* (At1g44350) *ILL6* fwd 5’-TCTTGGTGCTGCCCATATTC-3’ and *ILL6* rev 5’-AAGCTCCGTCTTCGATCATATTC-3’; *U-BOX E3 UBIQUITIN LIGASE* (At3g19380) *PUB25* fwd 5’-CGACTTCACACTCATCCCTAAC-3’ and *PUB25* rev 5’-CAGCTGGTTGTTTAGGAGTAGG-3’; *PRF1* (At2G19760) fwd 5’-GGTGAACAAGGAGCTGTGAT-3’ and *PRF1* rev 5’-GGTTCATCGTAGAAGCCAAAGA-3’.

### Statistical analysis

Statistical analysis was performed using SAS version 9.4 and PROC GLIMMIX. The experiments were arranged as a randomized complete block design. The light treatment was considered the fixed effect, while replication was considered the random effect. Least-square means were generated, and means were separated with a Tukey’s honest significant difference (HSD) test. Unless stated otherwise, each replicate consisted of five *Arabidopsis* samples per treatment and three replications per experiment. A type I error of 0.05 was used for all tests of significance. A power analysis was performed to ensure adequate power was achieved.

## Results

### The shade avoidance response is accompanied by an increase of ^1^O_2_ level in leaves

We exposed 3-week-old *Arabidopsis* plants to the biological and artificial low R:FR light for 12 hours a day for seven days or kept them in the weed-free control condition. This exposure to reflected low R:FR light was under resource-independent competition, where incoming light, water and nutrients were not limiting factors. Further, we prevented direct root contact between the *Arabidopsis* plants and the surrogate weeds by a plastic tube in the center of the pots (**Figures 1A–C**; **Supplementary Table 1**). Elongation growth and leaf hyponasty were typical shade avoidance responses (**Figures 1A–F**). The biological and artificial low R:FR treatments caused similar elongation responses in the petiole lengths (23% and 26%) and leaf blade lengths (14% and 19%) of 4-week-old *Arabidopsis* plants (**Figures 1G–H**). These shade avoidance responses were accompanied by increases in leaf production of ^1^O_2_ in the biological and artificial low R:FR treatments (**Figures 2A–C**). Quantification of SOSG fluorescence by the image analysis application Fiji (Schindelin et al., 2012) revealed 2.6× and 3.0× increase in mean fluorescence signal in the biological and artificial low R:FR treatments, respectively, compared with the weed-free control. In addition, mean fluorescence signal in the artificial low R:FR treatments was significantly higher than the biological low R:FR treatment (**Figure 2D**; **Supplementary Table 2**). These results not only indicated that the biological low R:FR treatment could elicit the shade avoidance responses in the absence of direct resource competition but also suggested that the ^1^O_2_, which was predominantly generated by the reflected FR light from neighboring weeds, might be a molecular component of the shade avoidance response.

**Figure 2:**
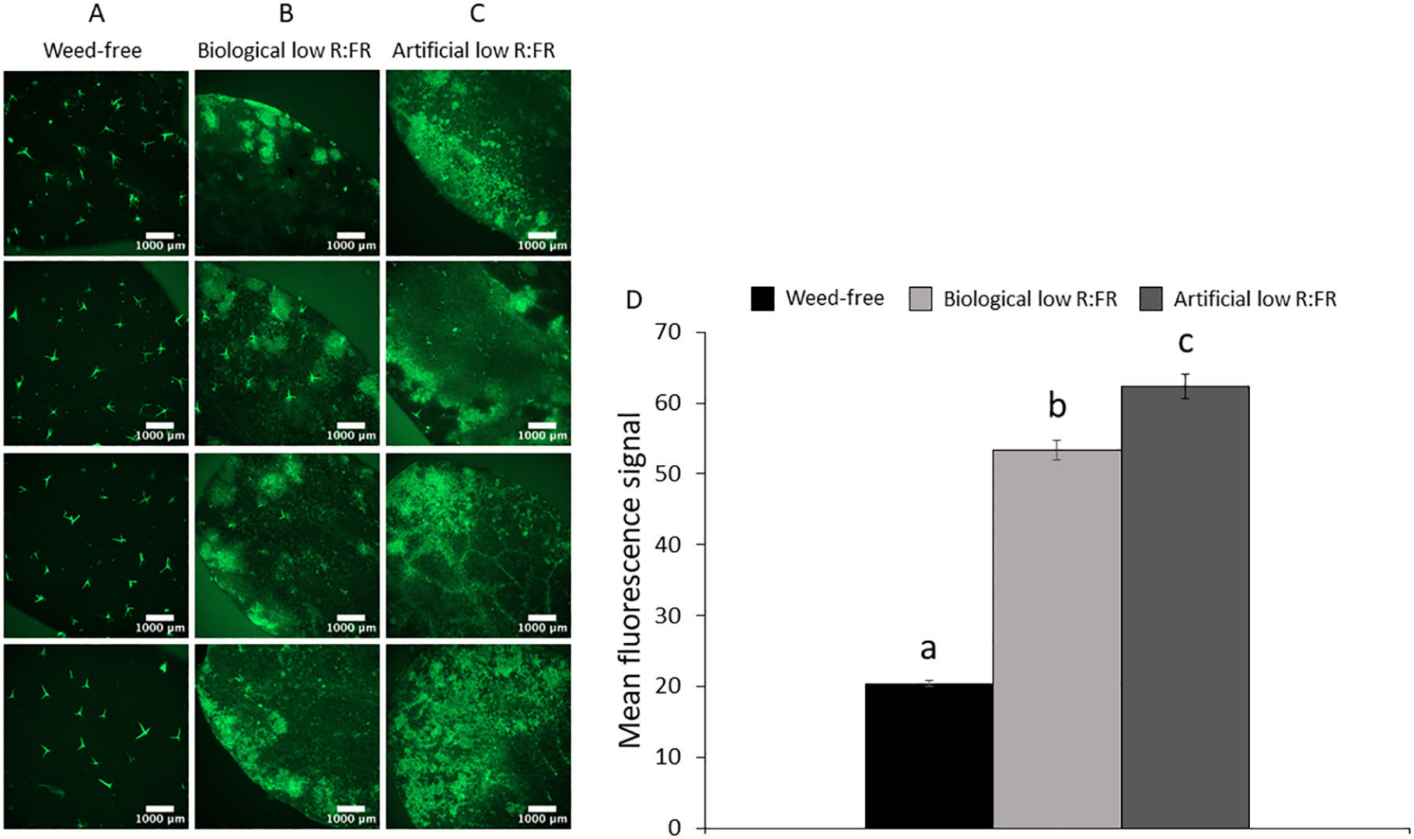
Basal level of ^1^O_2_ in the weed-free control **(A)** and increases in ^1^O_2_ levels in the biological low R:FR **(B)** and artificial low R:FR **(C)** treatments. Each panel shows four representative images of independent leaf samples. Four-week-old *Arabidopsis* plants were infiltrated with 10 µM SOSG and the SOSG fluorescence was imaged two hours after infiltration at an exposure time of 500 milliseconds. Scale bar represents 1000 μm. Significant increases in mean fluorescence signal in the biological and artificial low R:FR treatments **(D)**. The SOSG fluorescence was quantified using the image analysis application Fiji (Schindelin et al., 2012). Data represent means ± SEM for 25 independent leaf samples per treatment (**Supplementary Table 2**). Means were separated using Tukey’s HSD test (*P*<0.05). Letters indicate statistical significance of differences across treatments.

### Increased leaf production of ^1^O_2_ in the low R:FR light environments is not due to the accumulation of chlorophyll precursors

Induction of ^1^O_2_ in the *flu* mutant of *Arabidopsis* is the result of photosensitization of accumulated Pchlide following transfer from dark to light (Meskauskiene et al., 2001). To investigate whether a similar mechanism is responsible for increased leaf production of ^1^O_2_ in the low R:FR treatments, the levels of Pchlide, Chlide a, Chl a, Chl b, and total Chl were compared with that of control plants using spectrophotometry. The levels of Pchlide were not significantly altered by the biological and artificial low R:FR treatments (**Figure 3A**), while the Chlide a levels were significantly decreased (9.4% and 25.9%, respectively) compared with the control (**Figure 3B**). In addition, significant decreases were found in the levels of Chl a (10.3% and 8.2%), Chl b (26.9% and 21.9%), and total Chl (9.6% and 25.3%) in the biological and artificial low R:FR treatments compared with the control (**Figures 3C–E**). Further, exposure of *Arabidopsis* plants in the biological and artificial low R:FR treatments to dark periods of two, four, and six hours did not affect Pchlide levels (**Figure 3A**). The Chlide a levels were decreased in the biological and artificial low R:FR treatments (13.9% and 35.7%, respectively) after two hours of dark incubation (**Figure 3B**). This decrease, however, was significant only in the artificial low R:FR treatment. Further, a significant decrease (34%) was found in the artificial low R:FR treatment after four hours of dark incubation. Although the Chlide a levels in the low R:FR treatments were not significantly different from the weed-free control after six hours of dark incubation, the Chlide a level in the artificial low R:FR treatment was significantly lower (19.3%) than the biological low R:FR treatment (**Figure 3B**). The Chl a levels were decreased after two hours (13.5% and 39.4%) and four hours (22.1% and 36.1%) of dark incubation compared with the control (**Figure 3C**). These decreases, however, were significant only in the artificial low R:FR treatment and no significant difference was found between treatments after six hours of dark incubation (**Figure 3C**). The levels of Chl b were decreased after two hours in the biological and artificial low R:FR treatments (9.2% and 24.9%, respectively). This decrease, however, was significant only in the artificial low R:FR treatment. Further, a significant decrease (23.2%) was found in the artificial low R:FR treatment after four hours of dark incubation (**Figure 3D**). Although the levels of Chl b in the biological and artificial low R:FR treatments were not different from the weed-free control after six hours of dark incubation, the level of Chl b in the artificial low R:FR treatment was significantly lower (12.2%) compared with the biological low R:FR treatment (**Figure 3D**). The levels of total Chl were decreased in the biological and artificial low R:FR treatments only after two hours (12.1% and 34.7%) and four hours (20.6% and 31.8%) of dark incubation (**Figure 3E**). Again, these decreases were significant only in the artificial low R:FR treatment (**Figure 3E**). In the biological and artificial low R:FR treatments, *Arabidopsis* plants displayed higher ratios of Pchlide to Chlide a (Pchlide/Chlide a) compared with the control (**Figure 3F**). The higher Pchlide/Chlide a may be due to decreased conversion of Pchlide to Chlide a. It is not clear whether higher Pchlide/Chlide a may contribute to ^1^O_2_ generation. After two and four hours of dark incubation, however, Pchlide/Chlide a were increased in the artificial low R:FR treatment only, whereas six hours of dark incubation did not affect Pchlide/Chlide a (**Figure 3F**). The lack of accumulation of Pchlide in the dark (**Figure 3A**), however, suggests that ^1^O_2_ generation in the low R:FR treatments occurs via a different mechanism than in the *flu* mutant of *Arabidopsis*.

**Figure 3:**
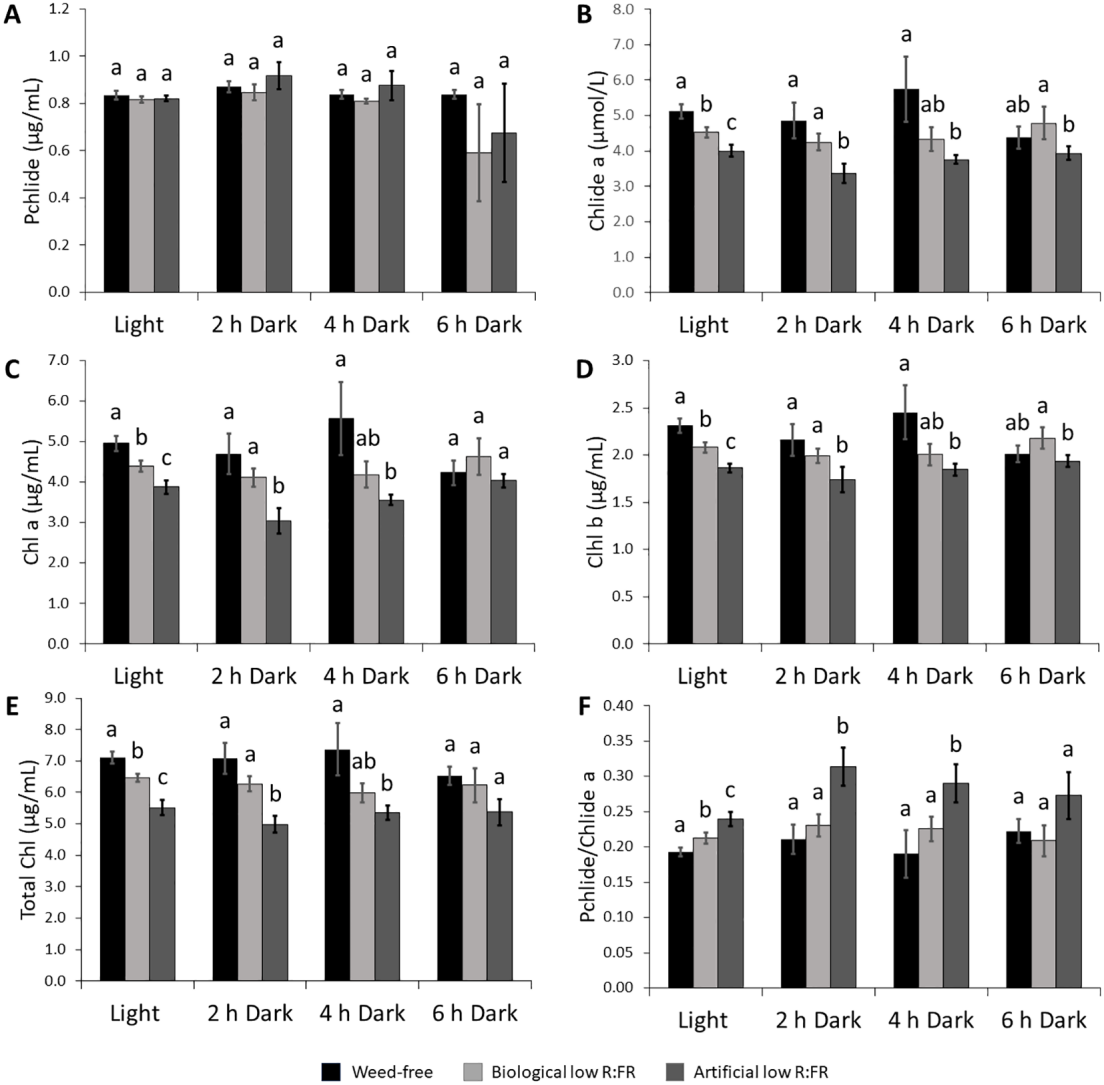
Changes in the levels of photosynthetic pigments in the biological and artificial low R:FR treatments in the light and after two, four, and six hours of dark incubation. *Arabidopsis* plants were exposed to the biological and artificial low R:FR light for 12 hours a day for seven days or kept under control (weed-free) condition prior to sampling. Black bars represent the control while light grey and dark grey bars represent the biological and artificial low R:FR treatments, respectively. No significant change in Pchlide levels in the reflected low R:FR treatments and after dark incubation for two, four, and six hours **(A)**. Decreases in Chlide a levels in the reflected low R:FR treatments and after dark incubation for two and four hours **(B)**. Decreases in Chl a **(C)**, Chl b **(D)**, and total Chl **(E)** levels in the reflected low R:FR treatments and after dark incubation for two and four hours. Increases in the ratio of Pchlide to Chlide a in the artificial low R:FR treatment and after dark incubation for two and four hours **(F)**. Data represent means ± SEM for three independent experiments each consisting of three plants per treatment. Means were separated using Tukey’s HSD test (*P*<0.05). Letters indicate statistical significance of differences across treatments.

### Low R:FR light environments decrease total carotenoid content and differentially alter levels of xanthophylls

Since carotenoids are the most efficient physical quenchers of ^1^O_2_ that primarily protect photosystems from oxidative damage (Triantaphylidès and Havaux, 2009), we investigated whether increased leaf production ^1^O_2_ in the low R:FR light treatments was due to decreases in carotenoid levels. We found that total carotenoid levels were decreased by 7.1% and 37.7% in the biological and artificial low R:FR treatments, respectively (**Figure 4A**). When individual xanthophyll levels were examined by HPLC, however, there appeared to be no difference between the levels of lutein (**Figure 4B**), β-carotene (**Figure 4C**), violaxanthin (**Figure 4D**), and neoxanthin (**Figure 4E**) in the biological low R:FR treatment compared with the control. In the artificial low R:FR treatment, however, the levels of lutein, β-carotene, and violaxanthin were deceased by 17.6%, 13.1%, and 17.1%, respectively, compared with the control. The neoxanthin level in this treatment was significantly lower than in the biological low R:FR treatment but did not differ from that of the control. Therefore, the observed decrease in total carotenoids in the biological low R:FR treatment does not appear to be due to decreases in the levels of lutein, β-carotene, violaxanthin, and neoxanthin. In contrast, the decreased level of total carotenoids in the artificial low R:FR treatment may be attributable to decreases in the levels of lutein, β-carotene, and violaxanthin. Further, these results suggest that the ^1^O_2_ induction by the artificial low R:FR treatment may arise from decreased levels or the suppression of protective function of these carotenoids. These mechanisms however, do not appear to be behind the ^1^O_2_ induction by the biological low R:FR treatment. Unlike the artificial low R:FR treatment, the inability of the biological low R:FR treatment to decrease the levels of the above-mentioned carotenoids may be attributable to the effects associated with the surrogate weed used for the biological low R:FR treatment. We do not, however, rule out the involvement of other carotenoids such as zeaxanthin, which is also a potent physical quencher of ^1^O_2_ (Triantaphylidès and Havaux, 2009).

**Figure 4:**
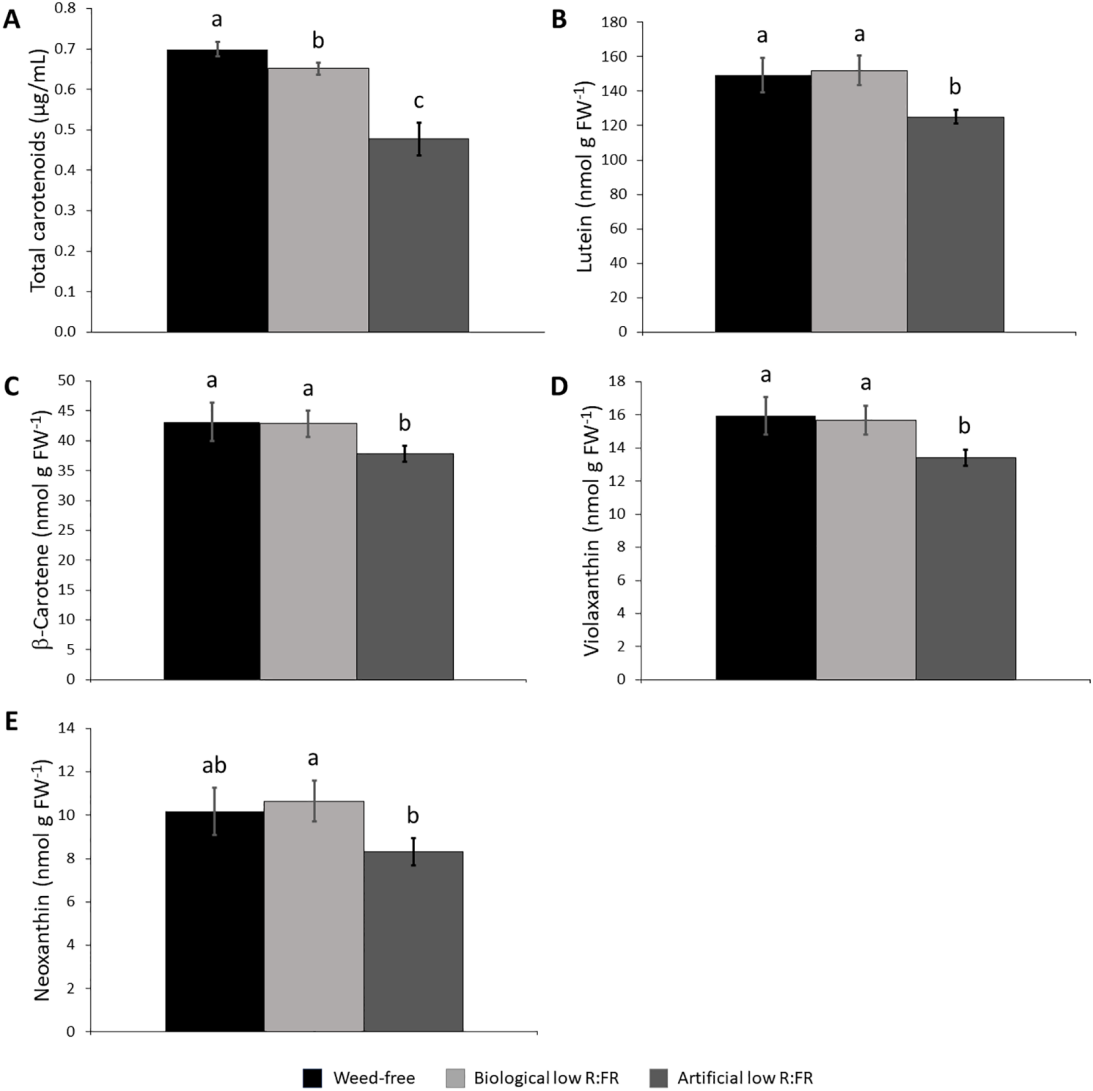
Effect of the reflected low R:FR treatments on carotenoid content. *Arabidopsis* plants were exposed to the biological and artificial low R:FR light for 12 hours a day for seven days or kept under control (weed-free) condition prior to sampling. Black bars represent the control while light grey and dark grey bars represent the biological and artificial low R:FR treatments, respectively. Decreases in total carotenoid content in the biological and artificial low R:FR treatments **(A)** and no changes in the levels of lutein **(B)**, β-carotene **(C)**, violaxanthin, **(D)**, and neoxanthin **(E)** in the biological low R:FR treatment. The levels of lutein, β-carotene, and violaxanthin in the artificial low R:FR treatment are lower than that in the control.Total carotenoid data represent means ± SEM for four replicates consisting of three plants per treatment while individual carotenoid data represent means ± SEM for three independent experiments each consisting of three plants per treatment. Means were separated using Tukey’s HSD test (*P*<0.05). Letters indicate statistical significance of differences across treatments.

### Low R:FR light environments increase susceptibility to cell death by ALA

It is well recognized that both light-dependent and light-independent induction of ^1^O_2_ can trigger cell death responses (Wagner et al., 2004; Ramel et al., 2013a; Mor et al., 2014; Chen and Fluhr, 2018). We sprayed *Arabidopsis* plants in the control, biological, and artificial low R:FR treatments with ALA (10 mM) to increase the levels of photodynamic tetrapyrrole intermediates in these plants and compare their susceptibility to cell death. After 24 hours, plants in the biological low R:FR treatment wilted, while the control displayed little sign of cellular damage (**Figures 5A, B, E, F**). After 48 hours, signs of cellular damage were apparent on all the plants, however, it was more severe in the biological low R:FR treatment (**Figures 5A, C, E, G, M, O**). After 72 hours, the control plants exhibited minor signs of cell death in small localized patches, while in the biological low R:FR treatment, plants displayed total necrosis with the exception of the growing points (**Figures 5A, D, E, H**). Plants in the artificial low R:FR treatment exhibited cell death more severe than the control treatment, but less so than the biological low R:FR treatment (**Figures 5A, D, M, P**). Further, after spraying ALA, plants that were transferred from the low R:FR treatments to the control treatment displayed similar cell death symptoms as the plants that had been replaced into their respective treatments pre-spray (**Figures 5I–L, Q–T**). These results suggest that further increases in ^1^O_2_ levels in the low R:FR treatments may tip the ^1^O_2_ balance from an acclimation response towards a cell death response.

**Figure 5:**
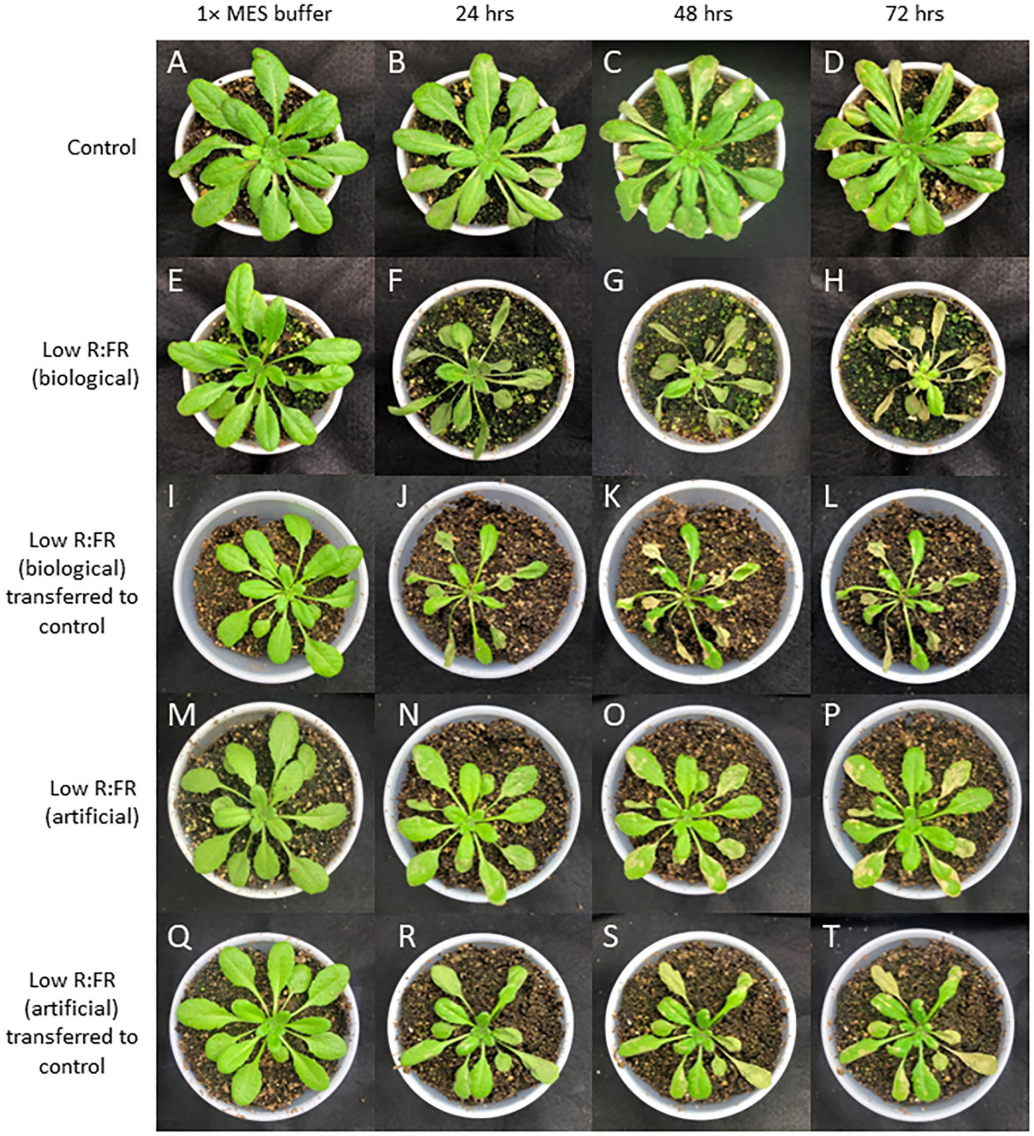
The time course (0-72 h) of *Arabidopsis* responses to ALA in the control, biological and artificial low R:FR treatments. *Arabidopsis* plants were exposed to the biological and artificial low R:FR light for 12 hours a day for seven days or kept under control (weed-free) condition prior to sampling. Control plants for each treatment were sprayed with a two mL solution of 1x MES buffer (10 mM; pH 6.5), while treated plants were sprayed with a two mL solution of 10 mM ALA in 1x MES buffer and placed back in their original treatments or transferred from the reflected low R:FR treatments to the control treatment. Experiments were repeated four times and ALA was sprayed on three plants per treatment per experiment. No damage by 1x MES buffer in the control, but minor damage by ALA after 24 h and localized patches of cell death after 48 and 72 hours **(A–D)**. Signs of wilting 24 h after ALA treatment, progression of cellular damage and necrosis after 24 and 48 hours in the biological low R:FR **(E–H)**. A similar trend after transfer of the ALA-treated plants from the biological low R:FR to the control treatment **(I–L)**. Less severe damage by ALA in the artificial low R:FR light **(M–P)** compared with the biological low R:FR treatment. Persistence of sensitivity to cell death after transfer of the ALA-treated plants from the artificial low R:FR to the control treatment **(Q–T)**.

### Low R:FR environments differentially enhance cell death and growth inhibition responses to GSH

It has been established that GSH can increase and H_2_O_2_ can decrease photo-oxidative damage through the control of the redox state of the quinone A (Q_A_)-quinone B (Q_B_)-plastoquinone (PQ) pools (Karpinska et al., 2000). We examined susceptibility of *Arabidopsis* plants to GSH and H_2_O_2_ in the low R:FR environments. Treatment of *Arabidopsis* plants with increasing concentrations of GSH (50 mM to 200 mM) resulted in more severe cell death and growth inhibition in the low R:FR environments compared with the weed-free control (**Figure 6**). Quantification of leaf cell death by the image analysis application Fiji (Schindelin et al., 2012) revealed significant increases in leaf cell death (%) in the biological low R:FR (65%, 80%, 73%, and 71%) and artificial low R:FR (110%, 55%, 24%, and 31%) treatments relative to the weed-free treatment at 50, 100, 150, and 200 mM GSH, respectively (**Figure 7**; **Supplementary Table 3**). In contrast, treatment of *Arabidopsis* plants with increasing concentrations of H_2_O_2_ (50 mM to 200 mM) resulted in small and localized patches of cell death in all environments with no distinguishable differences in susceptibility to H_2_O_2_ between the low R:FR light and control environments (**Figure 8**). These results suggest that the effects of GSH on reduction of the Q_A_-Q_B_-PQ pools, efficiency of chloroplast electron transport, and cell death may be exacerbated under low R:FR light environment.

**Figure 6:**
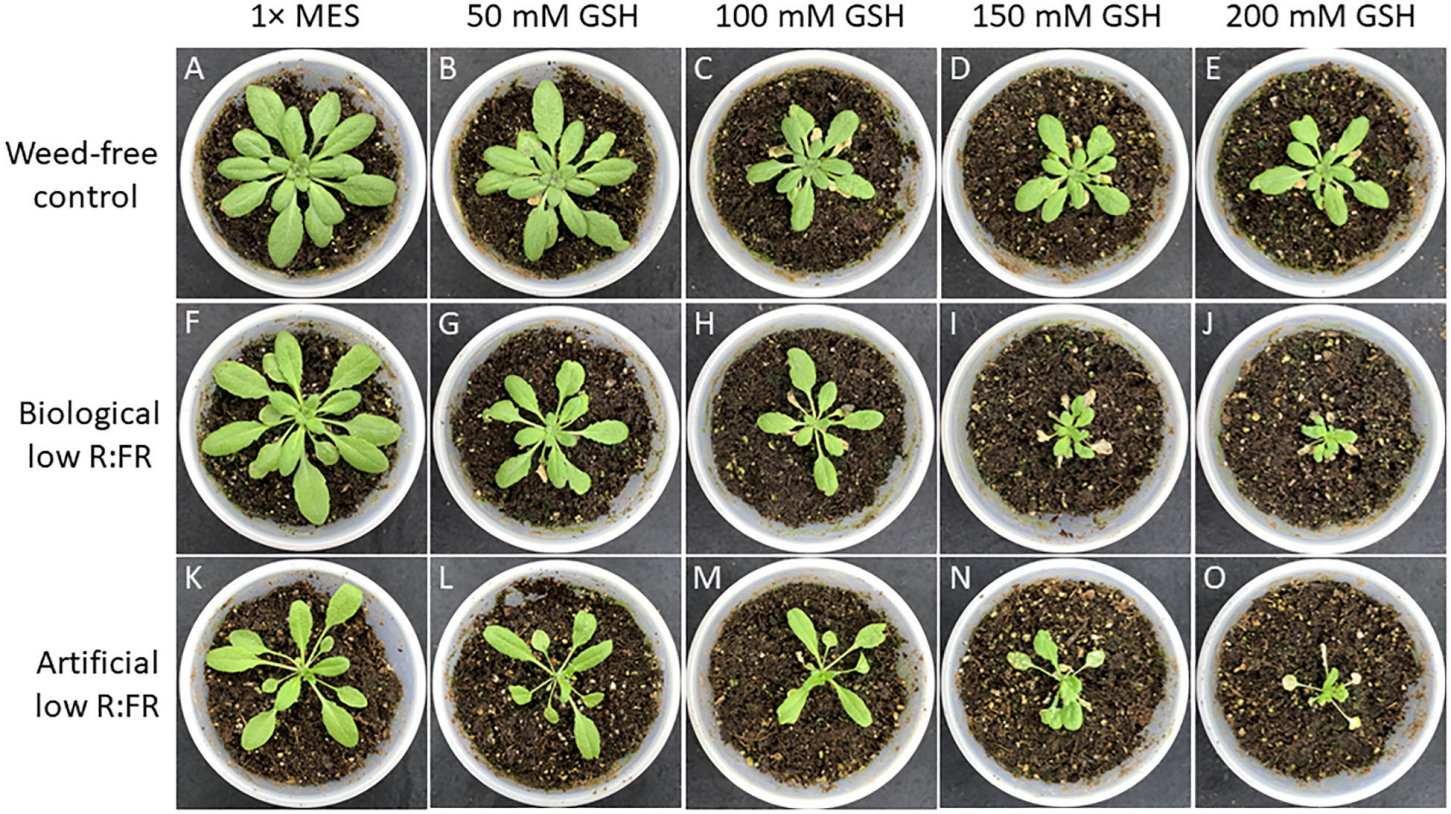
Responses of *Arabidopsis* plants to increasing concentrations of reduced glutathione (GSH) from 50 mM to 200 mM in the weed-free control **(A–E)**, biological low R:FR light **(F–J)**, and artificial low R:FR **(K–O)** light treatments. At the 3-week stage, six *Arabidopsis* plants from each treatment were taken from the growth chambers and all rosette leaves of each plant were sprayed with a one mL solution of each GSH concentration containing 0.01% Tween-20 as a wetting agent. Control plants for each treatment were sprayed with a one mL solution of 1x MES buffer (10 mM, pH 6.5) containing the same concentration of Tween-20. After spraying, the plants were kept outside the growth chambers to dry for one hour and transferred back to the respective treatments. Experiments were repeated three times with five plants per treatment and progression of cell death, and growth inhibition were monitored for one week. Note the dramatic differences in cell death and growth inhibition responses to increasing concentrations of GSH between the control and low R:FR light treatments particularly at 150 mM and 200 mM GSH.

**Figure 7:**
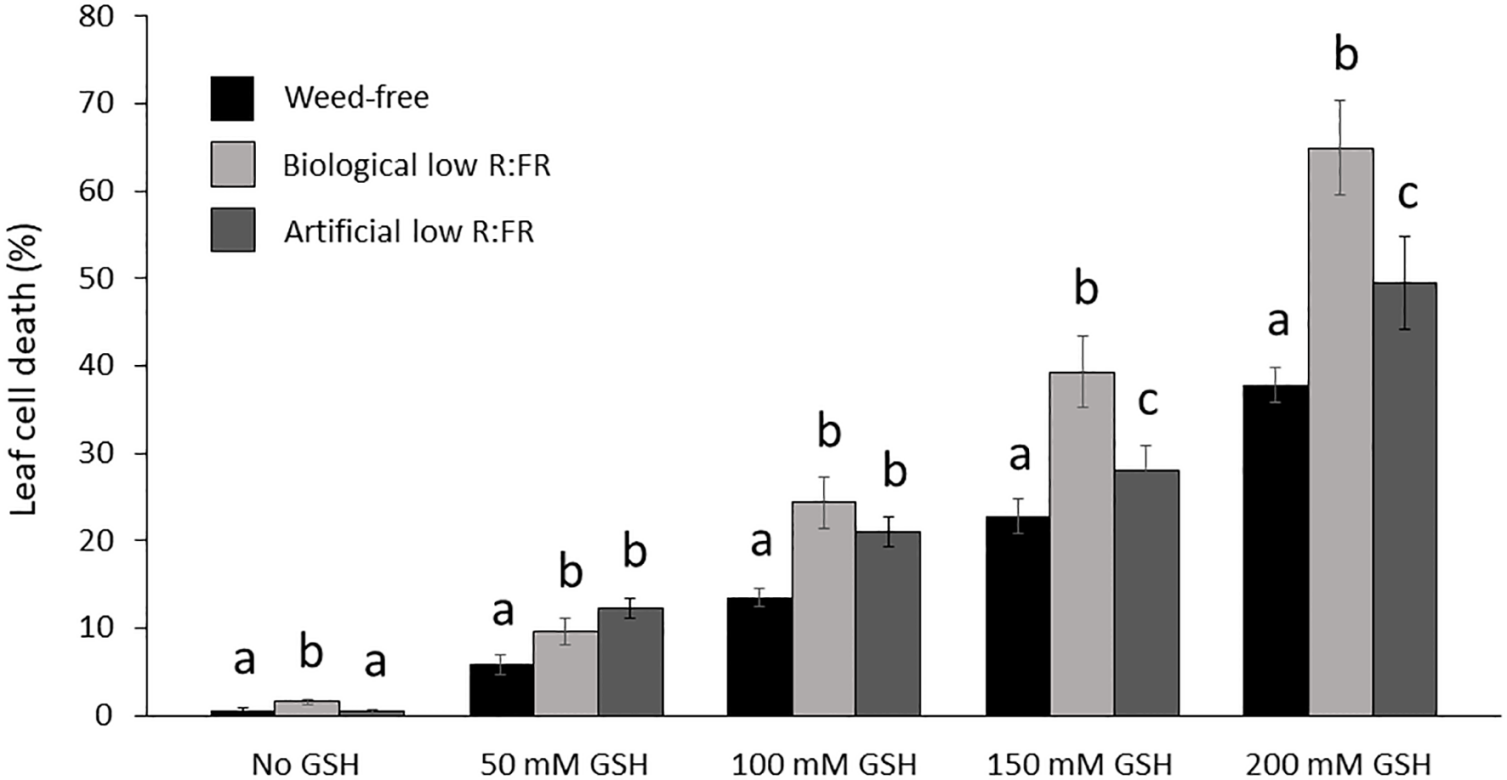
Increases in mean leaf cell death (%) by reduced glutathione (50, 100, 150, and 200 mM GSH) in the weed-free control, biological, and artificial low R:FR light treatments. Plants were treated as described in **Figure 6**. Note the significant increase in mean cell death (%) at each GSH concentration in the low R:FR light treatments relative to the respective weed-free treatment. Data represent means ± SEM for 18 plants per concentration per treatment. Means were separated using Tukey’s HSD test (*P*<0.05). Letters indicate statistical significance of differences across treatments. Images of plants were analyzed by the image analysis application Fiji (Schindelin et al., 2012). For each plant, dead leaf area was determined by subtracting green leaf area from total leaf area and expressed as percentage of leaf cell death (**Supplementary Table 3**).

**Figure 8:**
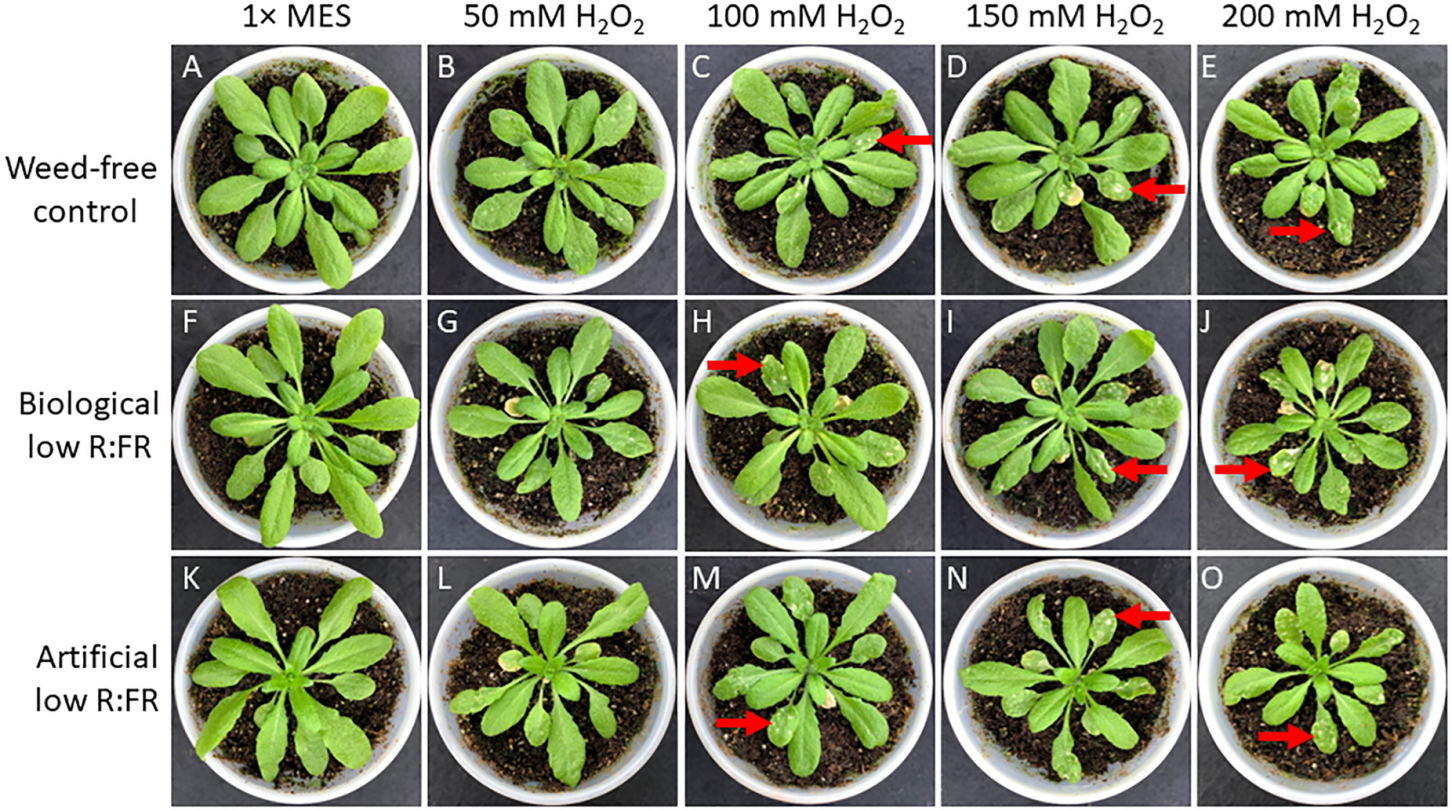
Responses of *Arabidopsis* plants to increasing concentrations of H_2_O_2_ from 50 mM to 200 mM in the weed-free control **(A–E)**, biological low R:FR light **(F–J)**, and artificial low R:FR **(K–O)** light treatments. At the 3-week stage, six *Arabidopsis* plants from each treatment were taken from the growth chambers and all rosette leaves of each plant were sprayed with a one mL solution of each H_2_O_2_ concentration containing 0.01% Tween-20 as a wetting agent. Control plants for each treatment were sprayed with a one mL solution of 1x MES buffer (10 mM, pH 6.5) containing the same concentration of Tween-20. After spraying, the plants were kept outside the growth chambers to dry for one hour and transferred back to the respective treatments. Experiments were repeated three times with five plants per treatment and progression of cell death was monitored for one week. Note that higher concentrations of H_2_O_2_, in contrast to GSH, did not result in a differential cell death in the low R:FR light treatments. Arrows indicate a few patches of cell death across all treatments at higher H_2_O_2_ concentrations.

### A few early ^1^O_2_-responsive genes are induced under low R:FR light environments

RNA-sequencing was performed to compare differentially expressed genes (DEGs) in wild type *Arabidopsis* under 12-hour low R:FR light per day for one week and 1931 previously reported early ^1^O_2_-responsive genes in the mutant backgrounds and rose Bengal-treated wild type *Arabidopsis* (op den Camp et al., 2003; Gadjev et al., 2006; Alboresi et al., 2011; Mor et al., 2014). 

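Leaves of 4-week-old wild type *Arabidopsis* were compared between 3 treatments, with 3 libraries per treatment and the leaves of 3 plants pooled in each library. In the biological treatment far-red light was reflected by neighbouring grass, in the artificial treatment it came from far-red LEDs, and weed-free plants had neither. The paper describes separate chambers for the biological and artificial sources, so chamber and treatment cannot be told apart between them. It also describes a divider between weed-free and biological low R:FR plants, and names no weed-free plants in the artificial chamber. Chamber and treatment may thus not be told apart between artificial low R:FR and weed-free either. The R:FR ratio of both low R:FR treatments was 0.3, held for 7 days, and that of the weed-free control is given as 1.6 in the paper and as 1.4 in the sample labels. An outside company aligned the reads to the TAIR10 assembly with Bowtie 2 2.4.3, counted them per gene with HTSeq 0.13.5 and scaled the counts by a DESeq2 1.30.1 size factor per library. The paper's text does not name the strand setting of the counting or the time of day of the harvest. The table of normalized counts holds 16601 genes, and dividing each library by a single step returned whole reads in 100% of its values (tolerance 1e-06). The recovered reads ranged from 1683076 to 2893820 per weed-free library, from 2169705 to 3310210 in biological low R:FR and from 2320957 to 5025090 in artificial low R:FR. These are 3.49 to 4.19% of the mapped reads of Table 1. A second set of values, transcript abundances scaled for gene length and to the same total per library (TPM), covers 37363 genes of the same libraries. Within a library the normalized counts and TPM had a Spearman correlation across genes of 0.053 to 0.119, and genes are not independent replicates. Genes whose exons overlap those of a gene on the opposite strand held 92.8 to 94.5% of the normalized counts of a library. Over 5107 genes overlapped by at least 50 bp, the mean count had a Spearman correlation of 0.575 with the opposite gene's coverage there. With the gene's own coverage it was 0.028. Reads may thus have been counted for the opposite gene, a hypothesis not tested on the reads. A rise or fall in the normalized counts below need not be one of the gene's own transcript. The 7132 genes with at least 10 normalized counts in at least 3 libraries were tested with limma on log2 values, with p-values adjusted over all genes tested.

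Of 18 genes of the circadian clock tested in TPM, with a filter chosen after the data were seen, none passed the test in artificial low R:FR against weed-free with limma (7 were higher and 8 lower at an unadjusted p under 0.05), and 7 were higher and 4 lower in biological than in artificial low R:FR. With replicate number as a block, also chosen after the data were seen, 6 of the 18 were higher and 6 lower in artificial low R:FR than in weed-free. *CCA1*, a transcription factor that peaks at dawn, was at 37.0, 40.9 and 8.2 TPM in the 3 artificial low R:FR libraries, at 4.1, 4.5 and 1.3 TPM in the weed-free libraries and at 5.2, 3.6 and 1.5 TPM in biological low R:FR, and its log2 fold change of 2.96 in artificial low R:FR had adjusted p = 0.107 without and adjusted p = 0.00025 with the block. *ELF4*, an evening gene, was at 3.9, 3.3 and 80.2 TPM in artificial low R:FR, at 108, 104 and 449 TPM in the weed-free libraries and at 142, 143 and 439 TPM in biological low R:FR.

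**Figure D1:**
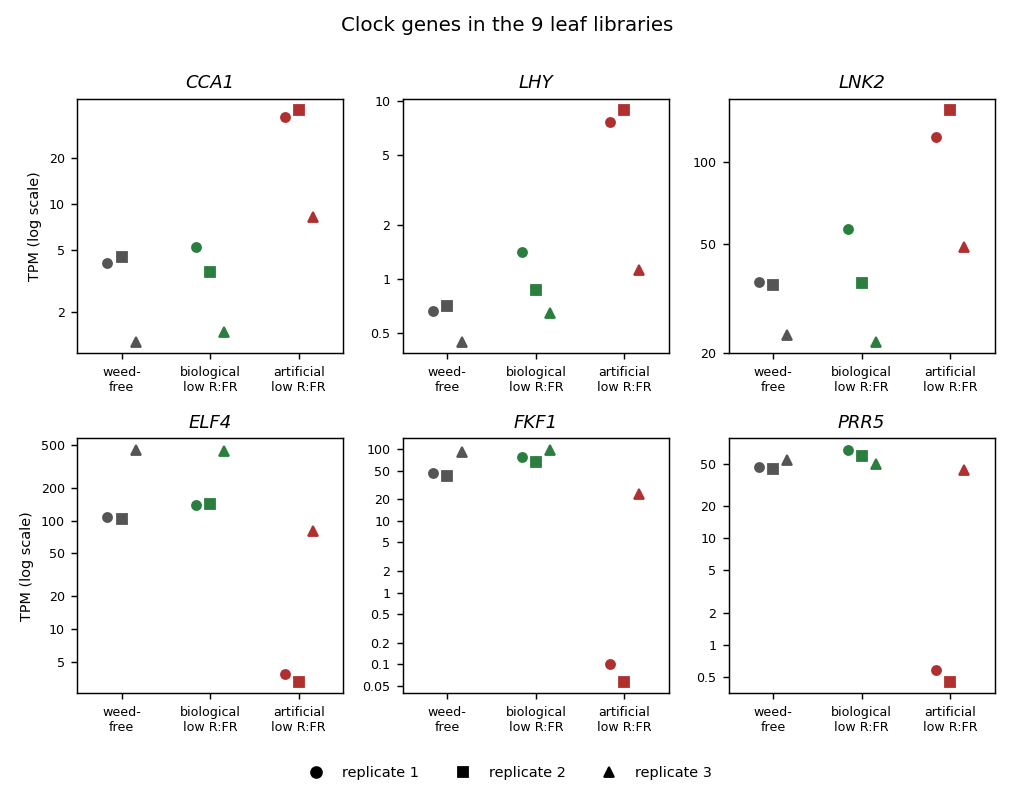
TPM on a log axis of *CCA1*, *LHY*, *LNK2*, *ELF4*, *FKF1* and *PRR5* in each of the 9 leaf libraries, by treatment, with a symbol per replicate number. Replicates 1 and 2 of artificial low R:FR have 0.6 and 0.5 TPM of *PRR5*, and its 7 other libraries lie between 43.9 and 67.7 TPM.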

A summary of the number of base pairs sequenced and the number of reads mapped is presented in **Table 1**, which shows an average percentage of mapped reads of 81.7%. 

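Supplementary Table 4 of the paper lists 57 singlet oxygen-responsive genes, of which 56 had enough reads to be tested. In biological low R:FR 24 of them rose and 8 fell against weed-free (limma, adjusted over all genes), and in artificial low R:FR 4 rose and 2 fell. In TPM, with a filter chosen after the data were seen, 51 were tested, of which 16 rose and 3 fell in biological low R:FR and 6 rose and 5 fell in artificial low R:FR (24 and 5, and 10 and 7, when adjusted over the list alone). *IAA29*, an auxin signaling repressor that responds to shade, had a log2 fold change of 1.62 in biological low R:FR (standard error 0.39, adjusted p = 0.0244 from limma). *LYK4*, a receptor kinase for chitin, rose by 1.65 on the log2 scale (standard error 0.31, adjusted p = 0.00759 from limma), and *PAR1*, a shade-induced growth repressor, by 1.37 (standard error 0.33, adjusted p = 0.0244). Among the genes that fell were *NMT3*, with a log2 fold change of -1.42 (standard error 0.22, adjusted p = 0.00187), and *GGP1*, with -1.31 (standard error 0.30, adjusted p = 0.0213 from limma). Adjusted over the list alone, 39 rose and 16 fell in biological low R:FR and 6 rose and 9 fell in artificial low R:FR. The study chose these genes on the same libraries, so the counts are not independent evidence of their direction.

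The exons of 25 of the 57 genes overlap those of a gene on the opposite strand, by at least 50 bp with a single gene in 21 of them, but not those of the 5 genes with values above. Of the 25, *SOFL1*, AT2G34930 and *UGT85A4* rose in biological low R:FR at mean normalized counts of 477, 296 and 444. Their mean TPM was 0.0, 0.0 and 0.02, so reads of the opposite gene may account for their counts. Between the treatments, 16 of 16 overlapped genes with a TPM value for the opposite gene had its sign. Of all 50 genes with a TPM value, 41 had the sign of their own. Without biological low R:FR replicate 1 only 1 of the 57 genes passed the test in biological low R:FR, 8 and 12 passed without weed-free replicates 1 and 2, and 18 without biological low R:FR replicate 2. In artificial low R:FR none passed without artificial low R:FR replicate 1 and 12 passed without its replicate 3.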

Results revealed that 57 of the 1931 ^1^O_2_-responsive genes were differentially expressed in the low R:FR treatments (**Table 2**; **Supplementary Table 4**). Moreover, only six of the 57 ^1^O_2_-responsive genes were commonly up-regulated in the biological and artificial low R:FR treatments, and four previous studies (**Tables 2**, **3**). 

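Of the 6 genes, *INV*, *PUB25*, *TolB* and *ABC1K11* rose in biological low R:FR against weed-free in the normalized counts. *INV* (AT3G10720, chromosome 3 from 3354406 to 3357754), a pectin methylesterase inhibitor, had 62.4 ± 13.7 normalized counts (SD, n = 3 libraries) in biological low R:FR and 23.7 ± 2.1 in weed-free, a log2 fold change of 1.34 (standard error 0.25, adjusted p = 0.00759 from limma). *TolB* (AT4G01870, chromosome 4 from 808376 to 810611), a tolB protein-like gene, had 75.3 ± 17.1 and 37.7 ± 9.58 normalized counts, a log2 fold change of 0.99 (adjusted p = 0.039 from limma). *ABC1K11* (AT5G24810, chromosome 5 from 8516635 to 8522800), of the ABC1 family, had 76.0 ± 23.4 and 32.7 ± 4.36, a log2 fold change of 1.15 (adjusted p = 0.0269). *TCH4* (AT5G57560, chromosome 5 from 23307006 to 23308680), a xyloglucan endotransglucosylase of the cell wall, had 20.9 ± 15.5 and 4.91 ± 2.18, a log2 fold change of 1.74 that did not pass the test (adjusted p = 0.0572). For each of the 5 genes tested, every biological low R:FR library had a higher count than every weed-free library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow).

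In artificial low R:FR none of the 5 genes passed the test with limma, edgeR or DESeq2, and 2 of them had an unadjusted p under 0.05 from limma. *INV* had 37.8 ± 6.06 normalized counts there (log2 fold change 0.64, adjusted p = 0.174), *TolB* 40.7 ± 10.0 (0.11, adjusted p = 0.878), *ABC1K11* 41.4 ± 13.3 (0.29, adjusted p = 0.646) and *TCH4* 8.35 ± 2.51 (0.69, adjusted p = 0.513). The counts of *TolB* and *ABC1K11* were higher in biological than in artificial low R:FR, by 0.88 and 0.86 on the log2 scale (adjusted p = 0.0213 and adjusted p = 0.033 from limma), while *INV* (0.70, adjusted p = 0.0512) and *TCH4* (1.05, adjusted p = 0.142) did not pass this test. *LHY*, a clock gene, was at 7.6, 8.9 and 1.1 TPM in the artificial low R:FR libraries and at 0.7, 0.7 and 0.4 TPM in weed-free. In TPM, *TolB* had a log2 fold change of -0.10 in biological low R:FR (adjusted p = 0.769) and *ABC1K11*, whose exons overlap opposite-strand exons by 59 bp, had 0.54 (adjusted p = 0.192). Without biological low R:FR replicate 1 none of the 5 genes passed the test in biological low R:FR, with log2 fold changes of 1.28 for *INV*, 0.77 for *PUB25*, 0.81 for *TolB* and 0.98 for *ABC1K11*, and *TolB* and *ABC1K11* did not pass it without weed-free replicate 1 (1.09 and 1.25), weed-free replicate 2 (0.76 and 1.06) or biological low R:FR replicate 2 (1.09 and 1.05).

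**Figure D2:**
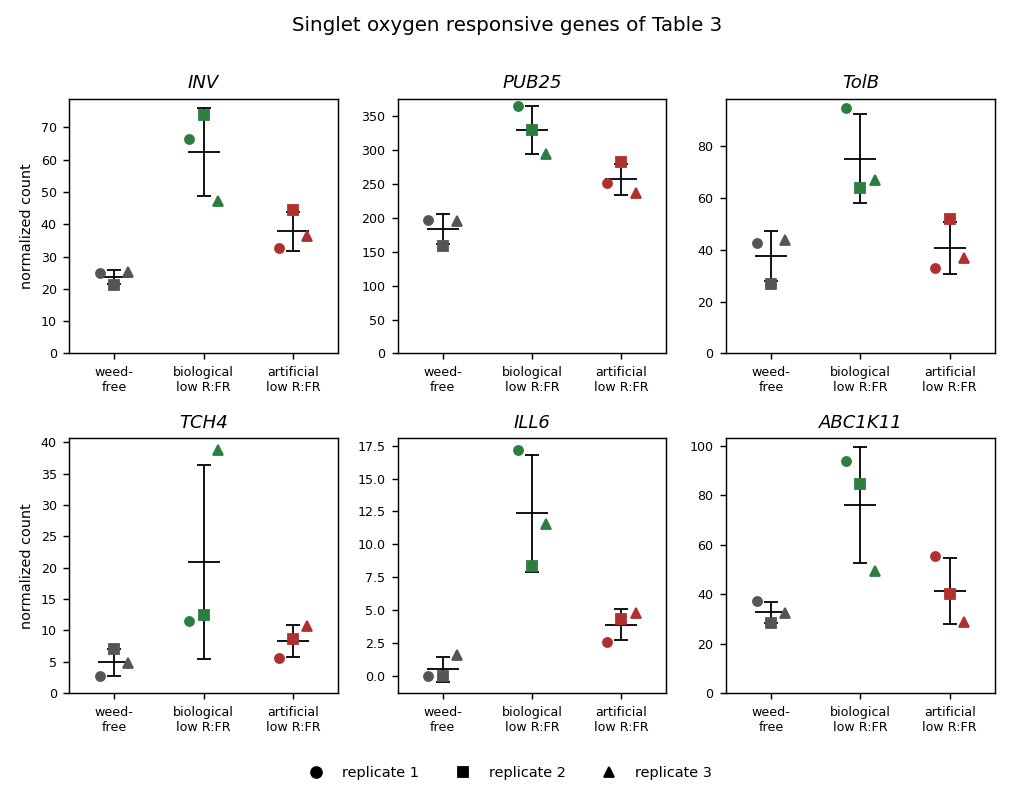
Normalized counts of *INV*, *PUB25*, *TolB*, *TCH4*, *ILL6* and *ABC1K11* in each of the 9 libraries, by treatment, with bars for the mean and the SD of 3 libraries. The mean of *INV* is 62.4 in biological low R:FR, 37.8 in artificial low R:FR and 23.7 in weed-free.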

The minimal similarity between gene expression profiles in the previous four studies and the present study suggests that disparate modes of ^1^O_2_ generation in different genetic backgrounds may elicit unique ^1^O_2_ signatures. Further, growth conditions, tissue types and plant age may also affect ^1^O_2_ signatures. These results also suggest that the levels of ^1^O_2_ in the low R:FR treatments may not be high enough to induce a ^1^O_2_ signaling pathway similar to other *Arabidopsis* systems such as the *flu* mutant (op den Camp et al., 2003), Alternatively, a ^1^O_2_ signaling might have occurred at an earlier time point after the low R:FR light exposure.

**Table 1:** Percentages of sequence reads mapped to the *Arabidopsis thaliana* reference genome.

Treatment	Replicate	No. base pairs sequenced	No. mapped reads	Percent mapped
Weed-free Control	1	65519462	53635248	81.9
	2	53780900	43933391	81.7
	3	98252102	79942744	81.4
Biological low R:FR	1	67826222	55934659	82.5
	2	63146232	51830813	82.1
	3	102906614	84638761	82.2
Artificial low R:FR	1	174670054	141719839	81.1
	2	81621146	66435905	81.4
	3	159953262	130315365	81.5
Average		96408444	78709636	81.7

**Table 2:** Comparison of early ^1^O_2_-responsive DEGs in the reflected low R:FR treatments and four previously studied ^1^O_2_ generating systems.

Category		No. of genes
(1) DEGs in four plant ^1^O_2_ generating systems^a^		1931
(2) Common DEGs identified in (1) and biological low R:FR		57
(3) Common DEGs identified in (1), (2) and artificial low R:FR		6
Up (+) or down (-) regulated in (1)	Up (+) or down (-) regulated in (2)	No. of genes
**+**	**+**	21
**-**	**-**	5
**+**	**-**	9
**-**	**+**	17

**^a^** op den Camp et al., 2003; Gadjev et al., 2006; Alboresi et al., 2011; Mor et al., 2014.

*Arabidopsis* plants were exposed to the biological and artificial low R:FR light for 12 hours a day for seven days or kept under control (weed-free) condition prior to sampling. Six ^1^O_2_-responsive genes were consistently upregulated in the reflected low R:FR treatments and other four ^1^O_2_ generating systems (op den Camp et al., 2003; Gadjev et al., 2006; Alboresi et al., 2011; Mor et al., 2014). Data represent three independent experiments with a total of nine samples from three treatments (weed-free, biological low R:FR, and artificial low R:FR light) with three replicates, each consisting of a pool of leaves from three individual plants.

**Table 3:** Induction of early ^1^O_2_-responsive and sulfotransferase genes by the biological and artificial low R:FR light treatments.

DEGs	Gene name/TAIR description	Log_2_FC (biological)	Log_2_FC (artificial)	*P*-value
	Early ^1^O_2_ responsive genes			
(1) *At3g10720*	*INV*; pectin methylesterase inhibitor	1.18	0.24	3.5 x10^-3^
(2) *At3g19380*	*PUB25*; U-box E3 ubiquitin ligase	0.75	0.34	2.2 x10^-3^
(3) *At4g01870*	*TolB*; tolB protein-like protein	0.73	0.02	1.6 x10^-2^
(4) *At5g57560*	*TCH4*; a cell wall-modifying enzyme	1.64	0.07	1.9 x10^-2^
(5) *At1g44350*	*ILL6*; IAA-leucine resistance (ILR)-like6	3.26	0.09	2.6 x10^-3^
(6) *At5g24810*	*ABC1K11*; ABC1 family protein	0.97	0.09	1.2 x10^-2^
	Sulfotransferases			
(7) *At5g07010*	*ST2a*; sulfotransferase 2a	3.32	10.02	7.7 x10^-9^
(8) *At5g07000*	*ST2b*; sulfotransferase 2b	1.16	2.23	4.9 x10^-3^

*Arabidopsis* plants were exposed to the biological and artificial low R:FR light for 12 hours a day for seven days or kept under control (weed-free) condition prior to sampling. Data represent three independent experiments with a total of nine samples from three treatments (weed-free, biological low R:FR, and artificial low R:FR light) with three replicates, each consisting of a pool of leaves from three individual plants.

### Negative regulators of jasmonate accumulation are induced under low R:FR light environments

Increases in ^1^O_2_ levels in the low R:FR treatments were below a threshold to induce a cell death response (**Figures 1**, **2**). The lack of a cell death response suggested induction of a ^1^O_2_ acclimation response, which is known to be induced by low levels of JA (Ramel et al., 2013b). Therefore, we sought to determine whether genes involved in regulation of bioactive JA levels were up-regulated by the low R:FR treatments. RNA-seq analysis revealed that the early ^1^O_2_-responsive gene *ILL6* (op den Camp et al., 2003), which is involved in negative regulation of bioactive JA levels (Bhosale et al., 2013), was up-regulated (**Table 3**). 

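*ILL6* (AT1G44350, chromosome 1 from 16834210 to 16838562) had few reads. In the normalized counts it was at 12.4 ± 4.46 in biological low R:FR (SD, n = 3 libraries), at 3.91 ± 1.17 in artificial low R:FR and at 0.541 ± 0.936 in weed-free. These rest on 15, 6 and 14 recovered reads in biological low R:FR, on 5, 4 and 9 in artificial low R:FR and on 0, 0 and 2 in weed-free, where a count of 0 allows up to 3 reads. The gene missed the minimum of 10 normalized counts in 3 libraries and was not tested in that table. In TPM, with a filter chosen after the data were seen, *ILL6* rose in biological low R:FR, to 2.44 ± 0.588 from 0.793 ± 0.227 in weed-free, a log2 fold change of 1.52 (standard error 0.27, adjusted p = 0.012 from limma). In artificial low R:FR it was at 0.926 ± 0.0184 TPM, a log2 fold change of 0.23 that did not pass the test (adjusted p = 0.679). It was higher in biological than in artificial low R:FR, by 1.28 on the log2 scale (adjusted p = 0.0048 from limma). In TPM every biological low R:FR library lay above every weed-free library (exact permutation test, two-sided p = 0.1, the smallest possible at this size), while the artificial low R:FR and weed-free libraries overlapped (exact p = 0.4). *TOC1*, a clock gene of the evening, was at 3.7, 3.6 and 16.3 TPM in artificial low R:FR and at 22.2, 24.2 and 71.6 TPM in weed-free.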

We also found that not only the sulfotransferase *ST2a* but also the closely related *ST2b* was up-regulated in the biological and artificial low R:FR treatments (**Table 3**). 

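*ST2a* and *ST2b* lie next to each other on chromosome 5, from 2174668 to 2176446 and from 2171367 to 2173015, and both rose in biological low R:FR. *ST2a* (AT5G07010) had 45.3 ± 3.00 normalized counts (SD, n = 3 libraries) in biological low R:FR and 3.72 ± 1.07 in weed-free, a log2 fold change of 3.32 (standard error 0.41, adjusted p = 0.000199 from limma). With artificial low R:FR it had 12.5 ± 6.91, a log2 fold change of 1.40 that did not pass the test (adjusted p = 0.0678). The rise of *ST2a* was larger in biological than in artificial low R:FR, by 1.92 on the log2 scale (adjusted p = 0.00244 from limma). *ST2b* (AT5G07000) had 86.8 ± 10.3 normalized counts in biological low R:FR, 67.7 ± 23.4 in artificial low R:FR and 35.4 ± 11.9 in weed-free. Its log2 fold change was 1.33 in biological low R:FR (standard error 0.28, adjusted p = 0.0135) and 0.92 in artificial low R:FR (adjusted p = 0.0778), and the difference between the treatments was 0.41 (adjusted p = 0.316). In TPM *ST2b* rose in both treatments, with log2 fold changes of 1.52 (adjusted p = 0.00431 from limma) in biological and 1.67 (standard error 0.19, adjusted p = 0.00347) in artificial low R:FR. *ST2a* had log2 fold changes of 2.44 (adjusted p = 0.00451) and 1.00 (adjusted p = 0.0873) in TPM. For both genes each library of either low R:FR treatment had a higher normalized count than each weed-free library (exact permutation test, two-sided p = 0.1, the lowest that 3 against 3 can give). *LNK2*, a clock gene of the morning, was at 123, 154 and 48.8 TPM in artificial low R:FR and at 36.4, 35.6 and 23.4 TPM in weed-free. In the normalized counts *ST2b* did not pass the test in biological low R:FR without its replicate 1 (log2 fold change 1.38) or replicate 2 (1.23), and passed it in artificial low R:FR without artificial low R:FR replicate 3 (1.18). With replicate number as a block both *ST2a* (1.40) and *ST2b* (0.92) passed it in artificial low R:FR, though whether the number pairs these libraries is open. Replicate 3 had the highest TPM of the clock genes *ELF4* and *TOC1* in every treatment. The test without the block may thus miss changes in artificial low R:FR.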

Up-regulation of the sulfotransferase *ST2a* that catalyzes the conversion of 12-hydroxy JA (OH-JA) to JA sulfate (HSO_4_-JA) (Gidda et al., 2003) is a major mechanism diverting JA precursors from bioactive JA pools thus attenuating JA signaling under low R:FR light (Fernández-Milmanda et al., 2020). Since *ST2b* lacks sulfotransferase activity (Gidda et al., 2003; Fernández-Milmanda et al., 2020), its function under low R:FR treatments is not clear. The relationships between JA accumulation and ^1^O_2_-induced cell death (Przybyla et al., 2008), and between suppression of JA synthesis and photo-tolerance (Ramel et al., 2013a, b) have been well established. Therefore, the up-regulation of *ILL6* and *ST2a* in the low R:FR treatments may represent a possible connection between the low R:FR light, attenuation of bioactive JA levels, and ^1^O_2_ acclimation response.

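Of 13 genes of jasmonate inactivation, listed before the data were examined, 4 had enough reads to be tested in the normalized counts, and *ST2a* and *ST2b* were the 2 that rose in biological low R:FR (2 higher and 1 lower when adjusted over the list alone). *ST2a*, *ST2b* and *ILL6* are in the list, and their values in the paper, from the same libraries, had been seen when it was written. The counts and camera results of the list are thus not independent evidence. No member of the list passed the test in artificial low R:FR with limma, where 3 were higher at an unadjusted p under 0.05 and when adjusted over the list alone, and camera gave adjusted p = 0.0438 for the list (adjusted p = 0.412 with an estimated correlation). In TPM 6 members were tested. There *ILL6*, *ST2a* and *ST2b* rose in biological low R:FR and *JMT*, which makes methyl jasmonate, fell, with a log2 fold change of -1.45 (adjusted p = 0.0322 from limma). In artificial low R:FR 1 of the 6, *ST2b*, rose in TPM (2 when adjusted over the list alone), and camera gave adjusted p = 0.00101 for a higher list (adjusted p = 0.193 with an estimated correlation). None of the 8 jasmonate biosynthesis genes tested in the normalized counts changed in either treatment with limma, edgeR or DESeq2. Of these 1 was higher and 1 lower in biological low R:FR at an unadjusted p under 0.05 from limma, and none was in artificial low R:FR, and adjusted over the list alone 1 fell in biological low R:FR. The 3 tools used the same counts, which hardly follow TPM across genes. A test not passed there does not show that a gene's own transcript was unchanged. In TPM, with 18 biosynthesis genes tested, 1 rose and 2 fell in biological low R:FR: *AOC2*, an allene oxide cyclase, had a log2 fold change of -0.66 (adjusted p = 0.0171), and *FAD8*, overlapped by a gene on the opposite strand by 61 bp, had -0.75 (adjusted p = 0.0323), while *FAD3* rose by 1.39 on the log2 scale (adjusted p = 0.00652), and camera gave adjusted p = 0.000597 for a lower list (adjusted p = 0.216 with an estimated correlation). In TPM 1 of the 18 rose and none fell in artificial low R:FR with limma (5 higher and 5 lower at an unadjusted p under 0.05; 2 higher and 1 lower with the replicate block), and camera did not call the list (adjusted p = 0.893). Directly, 3 of the 18 were higher and 8 lower in biological than in artificial low R:FR in TPM (camera adjusted p = 0.0191 for a lower list, adjusted p = 0.376 with an estimated correlation). *LOX2*, the lipoxygenase of the plastid, was lower in biological than in artificial low R:FR by a log2 fold change of -1.45 in the normalized counts (adjusted p = 0.00244 from limma).

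Of 24 jasmonate response genes 4 were tested in the normalized counts and none changed against weed-free with limma, edgeR or DESeq2. At an unadjusted p under 0.05 from limma 1 was higher in artificial low R:FR and none in biological low R:FR. Here too the counts do not show that the transcripts were unchanged. In TPM, with 15 tested, the repressor gene *JAZ9* fell in biological low R:FR (-1.14, adjusted p = 0.0218) and rose in artificial low R:FR (1.57, adjusted p = 0.00971 from limma). *JAZ6* and the defensin gene *PDF1.2* rose in artificial low R:FR as well, by 1.44 and 4.59 on the log2 scale (adjusted p = 0.00664 and adjusted p = 0.0433). Camera gave adjusted p = 5.48e-05 for the 15 genes in artificial low R:FR (adjusted p = 0.215 with an estimated correlation). Compared directly, 6 of the 15 were lower in biological than in artificial low R:FR and none was higher in TPM with limma (0 at an unadjusted p under 0.05). *FKF1*, a clock gene, was at 0.1, 0.1 and 23.5 TPM in artificial low R:FR and at 77.7, 66.1 and 96.8 TPM in biological low R:FR. From the up-regulation of *ILL6* and *ST2a* and earlier links between jasmonate accumulation and singlet oxygen-induced cell death, the paper proposes a possible connection between low R:FR light, less bioactive jasmonate and acclimation to singlet oxygen.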

### Induction of jasmonate repressors connects reflected far-red light cues from neighboring weeds with ^1^O_2_ acclimation response

We performed two independent RT-qPCR assays to investigate whether the reflected far-red light from neighboring weeds was indeed responsible for the induction of JA repressors and ^1^O_2_ responsive genes. We included in our experiments *ST2a* (a negative regulator of JA) and the closely related *ST2b*, as well as the early ^1^O_2_ responsive genes *ILL6*, which is also a negative regulator of JA, and *PUB25*, which encodes a U-box E3 ligase involved in plant organ growth. We found that all of these transcripts in *Arabidopsis* leaves were at higher levels in the biological low R:FR treatment relative to weed-free control (**Figure 9**) confirming the expression profile of the selected genes in RNA-seq results (**Table 3**). These results further suggested that hydrolysis of bioactive JA conjugates (JA-isoleucine) by the ^1^O_2_ responsive *ILL6* and sulfation of JA metabolites by *ST2a* may act to promote both the shade avoidance response and the ^1^O_2_ acclimation response under resource-independent weed competition.

**Figure 9:**
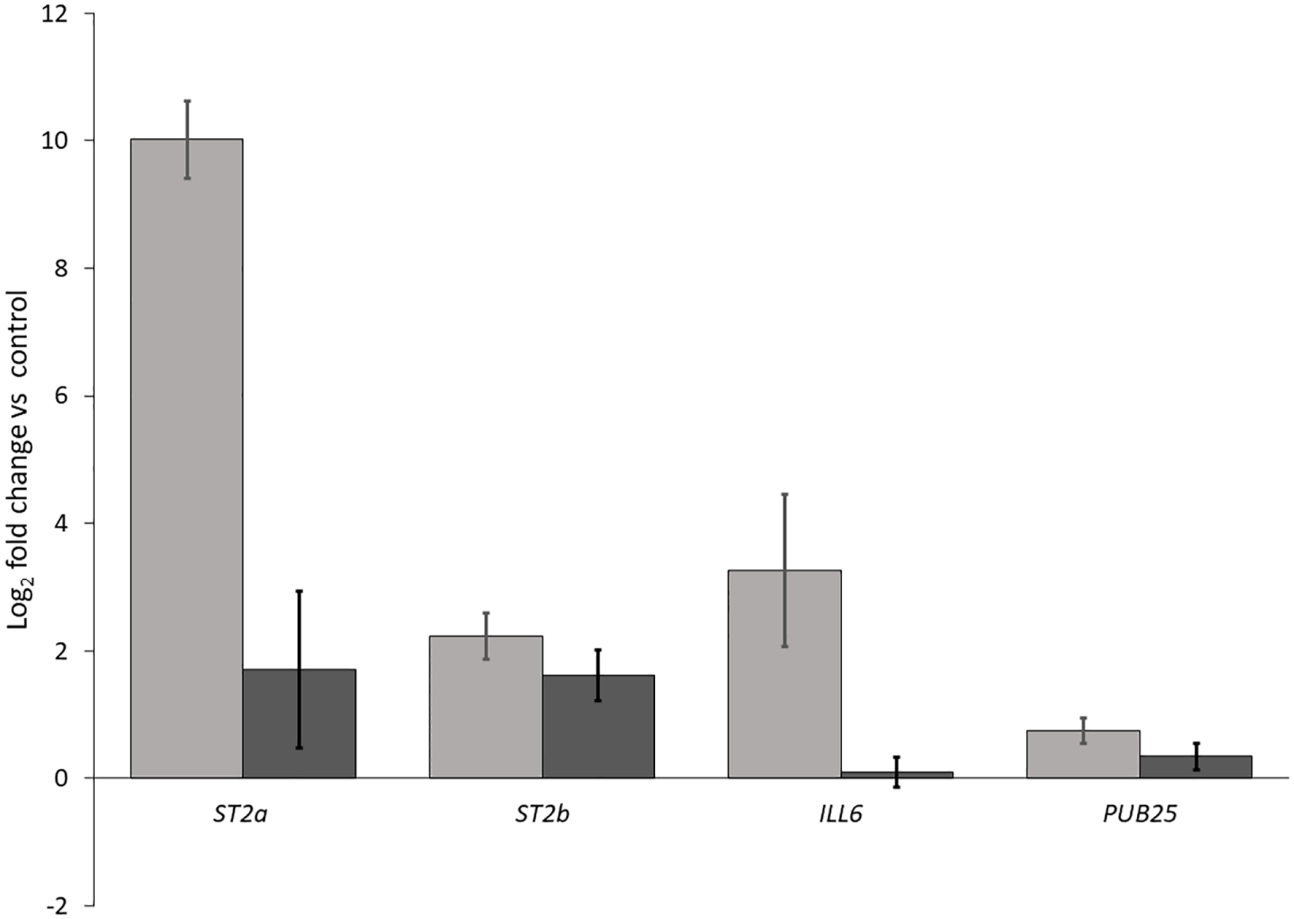
Increases in transcript levels of *ST2a*, *ST2b*, *ILL6*, and *PUB25* in the biological low R:FR treatment relative to the weed-free control. Data represents fold change gene expression in the biological low R:FR light relative to the weed-free control treatment ± SEM for two independent experiments each consisting of leaves from four plants per treatment (*P* ≤ 0.05).

## Discussion

Our results indicate that induction of SAR in *Arabidopsis* due to proximity to neighboring weeds coincides with increased leaf production of ^1^O_2_ (**Figures 1**, **2**). Some of the elongation responses are modulated by the low R:FR light-mediated elevation of the volatile hormone ethylene in plants or in the canopy environment (Pierik et al., 2004a, b). Other reports have shown the suppression of terpenoids and other green leaf volatiles under low R:FR light (Kegge et al., 2013) and suggested the dominant effect of light signaling over volatile cues during weed-crop interactions (Pierik and de Wit, 2014). We are not, however, aware of any previous work describing ^1^O_2_ induction in plants by volatile compounds emanating from neighboring weeds. Moreover, a similar ^1^O_2_ increase along with induction of the SAR in the artificial low R:FR treatment (**Figures 1**, **2**) suggests that the low R:FR light emanating from neighboring weeds may be the main signal responsible for increased ^1^O_2_ production.

Environmental stress factors elevate reactive oxygen species (ROS) levels in plants (Fryer et al., 2002; Hideg et al., 2002; Xiong et al., 2002; Apel and Hirt, 2004). Disparate ROS such as ^1^O_2_ and O_2_^-^/H_2_O_2_, which are elevated under disparate physiological conditions (Apel and Hirt, 2004), may also exhibit antagonistic interactions under certain conditions. This antagonistic interaction was exemplified in the *flu* mutant of *Arabidopsis* in which suppression of H_2_O_2_ by overexpression of a thylakoid-bound ascorbate peroxidase resulted in enhanced ^1^O_2_-mediated cell death and growth inhibition (Laloi et al., 2007). Also, the simultaneous induction of ^1^O_2_ and reduction of O_2_^-^ in the etiolated *phytochrome interacting factor 3* and *phytochrome interacting factor quadruple* mutants of *Arabidopsis* upon transfer to light has been attributed to the antagonistic effect of ^1^O_2_ on O_2_^-^ and H_2_O_2_ (Chen et al., 2013). Given the established specificity of ^1^O_2_- and O_2_^-^/H_2_O_2_-dependent signaling in the *flu* mutant of *Arabidopsis* (Laloi et al., 2007), the ^1^O_2_ induction in the low R:FR light treatments may give rise to a distinct stress signaling response. A recent study found no increase in the intensity of SOSG fluorescence in *Arabidopsis* leaf discs following a two-hour exposure to supplemental FR light (Dmitrieva et al., 2021). This discrepancy may be due to small size of leaf discs (0.5 × 0.5 cm), lower concentration of SOSG (5 µM), and the short duration of exposure to FR light (two hours). Several lines of evidence indicate that a FR light pre-treatment of *Arabidopsis* results in Pchlide accumulation (Sperling et al., 1997; McCormac and Terry, 2002). Further, photo-excitation of Pchlide following transfer of *Arabidopsis* from FR light to white light resulted in rapid generation of ^1^O_2_ (Page et al., 2017). In the absence of FR light, Pchlide accumulation in the dark and photo-excitation following transfer to light is the mechanism behind rapid ^1^O_2_ generation in the *flu* mutant (op den Camp et al., 2003). Also, differential effects of several components of the *Arabidopsis* light signaling pathway (PHYTOCHROMES, PHYTOCHROME INTERACTING FACTORS, ELONGATED HYPOCOTYL 5, ELONGATED HYPOCOTYL 5 HOMOLOG, and CONSTITUTIVE PHOTOMORPHOGENIC 1) on ^1^O_2_ production and cell death following transfer to light corresponded closely to the Pchlide levels formed during seedling de-etiolation (Chen et al., 2013). Accumulation of Pchlide, however, does not appear to be the main cause of ^1^O_2_ generation in the wild-type *Arabidopsis* under the low R:FR light treatments as Pchlide levels were not significantly different from the control, nor did Pchlide levels increase following dark incubations for up to six hours (**Figure 3A**). Although the mechanism of ^1^O_2_ generation under our low R:FR treatments is not clear, decreased levels of Chlide a (**Figure 3B**), and therefore, increases in Pchlide to Chlide ratios (**Figure 3F**) may be interpreted as slower conversion rates of Pchlide to Chlide allowing for photo-excitation of a part of free Pchlide and thus ^1^O_2_ generation.

Carotenoids (car) including lutein, zeaxanthin, and β-carotene are potent physical and chemical quenchers of ^1^O_2_ (Trebst, 2003; Triantaphylidès and Havaux, 2009; Dogra and Kim, 2020). The lack of zeaxanthin and lutein in the lycopene-ε-cyclase and violaxanthin de-epoxidase double mutant (*npq1 lut2*) of *Arabidopsis* resulted in ^1^O_2_ generation under a combination of low temperature and high light stress (Alboresi et al., 2011). In addition, ^1^O_2_ generation in the *npq1 lut2* mutant was accompanied by an increase in Chl a/Chl b and a decrease in Chl/Car reflecting the reduction of PSII/PSI and induction of carotenoid biosynthetic genes as ^1^O_2_-mediated acclimation responses (Alboresi et al., 2011). Under the low R:FR treatments, however, ^1^O_2_ induction did not coincide with such increases (data not shown), indicating differences in ^1^O_2_ acclimation responses between these ^1^O_2_ generating systems under two different stresses. In addition, the levels of lutein, β-carotene, violaxanthin, and neoxanthin were not affected by the biological low R:FR treatment, while total carotenoid levels were decreased in the biological and artificial low R:FR treatments (**Figure 4**). Decreases in chlorophylls and carotenoids are among universal responses to low R:FR light (Meng et al., 2019; Zhen and Bugbee, 2020; Kong and Nemali, 2021; Frosch and Mohr, 1980; Li and Kubota, 2009) and are regulated by phytochrome in a coordinated and co-localized manner (Meier et al., 2011; Rodríguez-Villalón et al., 2009; Welsch et al., 2000; Von Lintig et al., 1997). Although carotenoid deficiency may lead to ^1^O_2_ generation (Krieger-Liszkay, 2005), it is not clear whether decreases in chlorophylls (**Figure 3**) and total carotenoids (**Figure 4**) in the low R:FR treatments contribute to ^1^O_2_ generation.

It is known that ALA is the first committed compound in the synthesis of tetrapyrrole pigments (Tanaka and Tanaka, 2007; Beale, 1990). Earlier studies have shown that plants fed with exogenous ALA accumulate tetrapyrrole intermediates including protoporphyrin IX and Pchlide (Gough, 1972; Mascia, 1978). These intermediates are highly photodynamic and generate ^1^O_2_ as the major ROS in the light (Becerril and Duke, 1989; op den Camp et al., 2003; Shao et al., 2007; Rebeiz et al., 1988). Similarly, exogenous treatment of *Arabidopsis* leaves with ALA resulted in a cell death response, which was exaggerated under the low R:FR treatments (**Figure 5**). This differential response cannot be attributed to higher Pchlide level prior to ALA feeding as Pchlide levels in the low R:FR treatments were not significantly different from the control (**Figure 3A**). Given the direct relationship between the ^1^O_2_ levels and the extent of cell death in *Arabidopsis* leaves (op den Camp et al., 2003; Laloi et al., 2007), the differential cell death response under the low R:FR treatments (**Figure 5**) may be due to higher ^1^O_2_ levels prior to the ALA treatment. This may increase susceptibility to cell death following ALA feeding. Such increased susceptibility to cell death due to higher steady-state cellular levels of ROS has been shown in tobacco plants treated with the signaling molecules salicylic acid and nitric oxide (Amirsadeghi et al., 2006). This ^1^O_2_-mediated susceptibility to cell death by ALA may provide an explanation for the differential cell death responses of *Arabidopsis* plants under low R:FR light treated with ALA and transferred to the control (**Figures 5I–L, Q–T**). This, to some extent, is reminiscent of the increased sensitivity to oxidative stress and cell death due to a salicylic acid-dependent accumulation of O_2_^-^ and H_2_O_2_ under short days in the *fhy3 far1* double mutant of *Arabidopsis* lacking two light signaling components FAR-RED ELONGATED HYPOCOTYL3 (FHY3) and FAR-RED IMPAIRED RESPONSE1 (FAR1) (Ma et al., 2016). On the other hand, the cell death response in the *AtIPS1* mutant of *Arabidopsis* lacking 1L-myo-inositol-1-phosphate synthase activity under long days did not result in increased ROS sensitivity (Meng et al., 2009). Therefore, we do not exclude the possibility that factors other than higher steady state ^1^O_2_ levels in the low R:FR treatments may contribute to increased susceptibility to cell death by ALA.

A recent study indicated that the complexity of leaf tissue including the cuticle layer shielding the upper and lower epidermis could limit SOSG penetration into *Arabidopsis* leaves (Prasad et al., 2018). Force infiltration with a syringe led to nonuniform penetration and distribution of SOSG in the leaf spaces while the resulting mechanical injury induced a strong SOSG fluorescence signal (Prasad et al., 2018). In contrast, pressure infiltration of *Arabidopsis* leaf pieces with a shut syringe resulted in uniform delivery of SOSG to the leaf tissue without ^1^O_2_ induction (Prasad et al., 2018). In our experiments, we used pressure infiltration with a 60 mL syringe allowing for complete infiltration of whole plant tissue while avoiding mechanical injury that could trigger ^1^O_2_ production. Given the complexity of leaf tissue and the uneven occurrence of SOSG fluorescence signal in the leaf samples (**Figures 2B, C**), we do not rule out the possibility of nonuniform generation of SOSG in the leaf cell compartments such as chloroplasts in the cells across the leaf tissue. This uneven occurrence of SOSG fluorescence signal is to some extent similar to that in *Arabidopsis* leaves following transfer from FR light to white light (Page et al., 2017). In addition, increases in mean fluorescence signal in the biological low R:FR (2.6×) and artificial low R:FR (3.0×) (**Figure 2D**) were similar to that reported one hour after the transfer of FR light-treated *Arabidopsis* to white light (Page et al., 2017).

High concentrations of H_2_O_2_ and GSH in the chloroplast can increase the degree of oxidation and reduction of quinone A (Q_A_), respectively. While higher degrees of Q_A_ oxidation by H_2_O_2_ enhance the efficiency of electron transport in PS II, higher degrees of Q_A_ reduction by GSH have the opposite effect. Therefore, the H_2_O_2_ action can decrease and the GSH action can increase the extent of photo-oxidative stress and photoinhibition (Karpinska et al., 2000). Based on the opposing effects of H_2_O_2_ and GSH on the redox state of Q_A_ and efficiency of electron transport in PS II, it was hypothesized that treatment of the *flu* mutant of *Arbabidopsis* with H_2_O_2_ may reduce and treatment with GSH may increase ^1^O_2_ production and growth inhibition (Laloi et al., 2007). Given that our experimental low R:FR environments enhanced ^1^O_2_ production, we examined whether GSH treatment could enhance cell death. Although it was not clear to what extent GSH could reach the chloroplasts, our observations indicated that higher concentrations of GSH could result in differential cell death and growth inhibition responses in the low R:FR environments (**Figures 6**, **7**). This was, however, not the case in the H_2_O_2_-treated plants. Increasing concentrations of H_2_O_2_ resulted in a few localized patches of cell death in all treatments (**Figure 8**). The development of these patches of cell death in all treatments may be due to inability of the H_2_O_2_ detoxifying systems to scavenge excess H_2_O_2_ at higher concentrations. While in some cases, FR light supplementation has enhanced photosynthetic efficiency of shorter wavelength light (Zhen and van Iersel, 2017), in other cases it has led to overproduction of ROS and damage to PSII and PSI (Tjus et al., 2001). Preferential excitation of PSI over PSII by FR light would enhance electron transfer from the PQ pools to PSI, which would be supplied by GSH. This would mitigate overreduction of PQ pools. Therefore, the observed increases in cell death by GHS in the low R:FR treatments (**Figure 6**; **Supplementary Table 3**) may be due to factors other than over-reduction of PQ pools. Alternatively, the damage to PSI and to a greater extent to PSII by FR light-induced ROS (Tjus et al., 2001) would affect the efficiency of electron transport, in which case, addition of excess electron to PQ pools via GSH may exacerbate ROS damage leading to increased cell death.

Our results suggest that under reflected low R:FR light, wild type *Arabidopsis* generates ^1^O_2_ via a mechanism different from those reported in four plant ^1^O_2_ generating systems (**Table 2**), allowing the identification of the transcriptomic signature of ^1^O_2_ signaling. Differential expression of only 3.2% of the previously reported early ^1^O_2_-responsive genes (57 out of 1931) suggests specificity of the ^1^O_2_ signaling under reflected low R:FR light stress (**Table 2**; **Supplementary Table 4**). This specificity is further highlighted by the up-regulation of only six previously reported ^1^O_2_-responsive genes in the biological and artificial low R:FR light treatments (**Table 3**). Among these, *ILL6*, which is also known to be rapidly induced within two hours following ^1^O_2_ release (op den Camp et al., 2003), encodes an amidohydrolase that catalyzes the cleavage of isoleucine (Ile) from JA-Ile thus making JA biologically inactive (Bhosale et al., 2013). 

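Supplementary Table 4 holds 3 groups of genes, set by their direction in both treatments. Of 13 genes listed as higher in both, 12 were tested, and 11 of them rose in biological low R:FR, all but *TCH4* (8 of 12 tested in TPM). With limma, edgeR or DESeq2 none of the 12 passed the test in artificial low R:FR, where 2 had an unadjusted p under 0.05 from limma and 2 passed it in TPM. Of 27 genes listed as higher in biological and lower in artificial low R:FR, 13 rose in the former and 2 fell in the latter (8 rose and 3 fell of 22 tested in TPM), and all 27 were higher in biological than in artificial low R:FR when both were compared directly (limma; 16 of 22 tested in TPM). *ERF104*, an ethylene response factor, had a log2 fold change of -1.33 in artificial low R:FR (adjusted p = 0.0128 from limma) and differed by 2.15 between the treatments (adjusted p = 4.64e-05). In TPM *ERF104* had -0.61 in artificial low R:FR (standard error 0.35). Its difference of 0.90 between the treatments did not pass the test in TPM (adjusted p = 0.0687 from limma). *DRM1*, a dormancy-associated gene, differed by 3.98 (adjusted p = 0.000397). Of 17 genes listed as lower in biological and higher in artificial low R:FR, 8 fell in the former and 4 rose in the latter (in TPM 3 fell in the former, and 4 rose and 2 fell in the latter), and all 17 were lower in biological than in artificial low R:FR (10 lower and 4 higher of 17 in TPM). *COPT2*, a copper transporter, had a log2 fold change of 1.61 in artificial low R:FR (adjusted p = 0.0113) and of -2.66 between the treatments (adjusted p = 2.43e-05). The groups were formed on these libraries, and their counts are not independent evidence of direction.

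Of 20 singlet oxygen marker genes listed before the data were examined, 9 were tested and 6 are in Supplementary Table 4. Only *PUB25* of the 9 rose in biological low R:FR and none fell with limma (2 were lower at an unadjusted p under 0.05), and adjusted over the list alone 4 rose and 1 fell. In artificial low R:FR *ERF104* and *ORA47* fell and none rose (1 was higher at an unadjusted p under 0.05; 1 rose and 3 fell over the list alone), and camera did not call the list in biological (adjusted p = 0.555) or artificial low R:FR (adjusted p = 0.306). *ORA47*, a transcription factor of jasmonate signaling, had a log2 fold change of -0.97 (adjusted p = 0.0431 from limma) and overlaps a gene on the opposite strand by 102 bp. In TPM its log2 fold change in artificial low R:FR was -0.74 (standard error 0.26). In TPM 2 of 17 members, *ILL6* and *PUB25*, rose in biological low R:FR, and *SIB1* fell in artificial low R:FR (-1.25, adjusted p = 0.0372), where 2 rose and 2 fell with the replicate block. Also in TPM, *BAP1* and *ZAT12*, a pair of genes induced by singlet oxygen, had log2 fold changes of 0.23 (adjusted p = 0.844) and 0.28 (adjusted p = 0.704) in biological low R:FR. *GI*, a clock gene, was at 3.6, 3.7 and 16.7 TPM in artificial low R:FR and at 26.5, 24.1 and 29.9 TPM in biological low R:FR.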

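Across the 7132 genes tested, 167 rose and 160 fell in biological low R:FR (limma, 236 and 252 with replicate number as a block). In artificial low R:FR 100 rose and 134 fell (227 and 270 with the block), each treatment being compared with weed-free. *ASY3*, *RTFL16*, AT4G08940 and AT5G06990, named after their values were seen, were the 4 genes that rose in both treatments, where 2.34 would be shared by independent lists and 0 were shared on average in 100 simulations with no gene changed and the same shared control. With no gene changed hardly any gene is called, so these simulations do not give the number expected for lists of this length. *RTFL16*, of a family of small peptides that limit organ growth, had log2 fold changes of 1.22 (adjusted p = 0.0403 from limma) in biological and 1.61 (adjusted p = 0.0121) in artificial low R:FR, and in TPM of 0.75 (adjusted p = 0.0127) and 0.86 (adjusted p = 0.00971). *ASY3*, a meiotic chromosome axis gene, had 3.47 and 2.04 in the normalized counts (adjusted p = 0.000208 and adjusted p = 0.0152) and 0.41 and -0.05 in TPM (adjusted p = 0.288 and adjusted p = 0.931). AT4G08940 had 1.12 and 1.40 in the normalized counts and the opposite sign in TPM, with -0.27 and -0.29 (adjusted p = 0.258 and adjusted p = 0.323). AT5G06990 had 1.48 and 1.49 in the normalized counts and was not tested in TPM. Of the 4 genes, *RTFL16* alone thus rose in both treatments in both sets of values. None fell in both treatments with limma, edgeR or DESeq2, against 3.01 for independent lists and 0 in the simulations, and 28 did at an unadjusted p under 0.05 from limma. In opposite directions, 11 genes rose in biological and fell in artificial low R:FR, and 5 fell in biological and rose in artificial low R:FR. The chloroplast aldolase gene *FBA1* was among the 5, with log2 fold changes of -1.63 (adjusted p = 0.00456 from limma) and 1.12 (adjusted p = 0.0368). In TPM, with 17784 genes tested, 986 rose and 572 fell in biological low R:FR and 398 rose and 223 fell in artificial low R:FR (789 and 661 with the replicate block). Of these, 46 genes rose and 3 fell in both treatments without the block, where independent lists would share 22.07 and 7.17. With the block in artificial low R:FR alone the genes shared were 63 and 5, and with the block in both comparisons 89 and 12. Without the block, 34 genes rose in biological and fell in artificial low R:FR in TPM, and 29 did the reverse. DESeq2 called 1 gene higher in both, 17 rose in both without artificial low R:FR replicate 3, and none without artificial low R:FR replicate 2.

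Across genes, the log2 fold changes of the treatments, which share the weed-free libraries, had a correlation of -0.023. The correlation of the log2 fold changes of the treatments was -0.252 with the stricter filter and 0.267 with no filter, so its sign depends on the genes kept. The simulations gave a mean of 0.497 and a range of 0.465 to 0.528, and the covariance was -0.0077 beside a simulated 0.0698. Noise was drawn for each gene on its own there, so the range may be narrower than for genes that vary together. Compared directly, 914 genes were higher and 870 lower in biological than in artificial low R:FR. *GRP7*, a clock-controlled RNA-binding protein gene, was higher in biological low R:FR, by 3.93 on the log2 scale in the normalized counts (adjusted p = 0.0428 from limma) and 4.34 in TPM. The libraries of the treatments compared did not overlap in 24.7% of the genes for biological low R:FR against weed-free, 24.0% for artificial low R:FR against weed-free and 41.3% for the direct comparison, where chance gives 10%. Leaving out each library in turn gave 39 (without biological low R:FR replicate 1) to 454 genes in biological low R:FR, 31 (without artificial low R:FR replicate 2) to 630 (without artificial low R:FR replicate 3) in artificial low R:FR and 1067 to 1836 in the direct comparison. In biological low R:FR 57 and 126 genes passed without weed-free replicates 1 and 2, and in artificial low R:FR 137, 74 and 139 without weed-free replicates 1, 2 and 3 and 35 without artificial low R:FR replicate 1. The direct comparison gave 1067, 1135 and 1181 genes without artificial low R:FR replicate 1, biological low R:FR replicate 1 and artificial low R:FR replicate 2.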

Recently, the up-regulation of *ILL6* was reported under low R:FR light as part of a mechanism that attenuates the JA signaling pathway (Fernández-Milmanda et al., 2020). Our results suggest that the up-regulation of *ILL6* in the reflected low R:FR treatments may be an ^1^O_2_ response, which raises the intriguing possibility that attenuation of the JA signaling pathway may be partly mediated via a ^1^O_2_ signaling pathway. This attenuation is a major process that generates a trade-off between defense and growth in favor of the SAR under plant competition (Fernández-Milmanda et al., 2020). It has been demonstrated that attenuation of the JA signaling pathway under a 10-hour low R:FR light treatment occurs via the up-regulation of the sulfotransferase *ST2a.* The *ST2a* encoded protein exclusively catalyzes the conversion of JA to sulfated JA (HSO_4_-JA), while the closely related *ST2b* fails to respond to the above FR light treatment and is dispensable for the accumulation of HSO_4_-JA (Fernández-Milmanda et al., 2020). We found that both *ST2a* and *ST2b* were up-regulated under a 12-hour reflected low R:FR light treatment for seven days (**Table 3**; **Figure 9**) and cannot exclude the possibility that *ST2a* and *ST2b* may be ^1^O_2_-responsive. The discrepancy in the *ST2b* response may be due to differences in experimental FR light conditions.

Upregulation of *ST2a* and *ST2b* have been shown in a transgenic *Arabidopsis* line with suppressed mitochondrial serine acetyltransferase (SAT3) level (Haas et al., 2008). It is noteworthy that upregulation of *ST2a* and *ST2b* in the SAT3 line coincided with the downregulation of disease or pathogen response genes whose responses are coordinated by methyl jasmonate (Haas et al., 2008). Although the upregulation of *ST2b* (**Table 3**; **Figure 9**) suggests that it may play a role under certain low R:FR light conditions, it is not feasible to predict the function of a plant sulfotransferase solely based on its sequence similarity to sulfotransferases with known functions (Hirschmann et al., 2014). So far, there is no evidence for the involvement of *ST2b* in the JA pathway. Initial screens for *ST2b* substrates found no activity against hydroxyjasmonate compounds (Gidda et al., 2003). Further, a recent study found no evidence for the JA sulfation by *ST2b* under low R:FR light (Fernández-Milmanda et al., 2020).

An important question regarding ^1^O_2_ induction under reflected low R:FR light is whether ^1^O_2_ serves a physiological function under plant competition. Under this condition, generation of high levels of ^1^O_2_ can place the rapidly growing plants at a disadvantage as high levels of ^1^O_2_ can steer the cell fate towards cell death (Danon et al., 2005; Kim et al., 2012). We envision a possibility that the low R:FR-mediated attenuation of JA accumulation by *ST2a* and *ILL6* may result in an acclimation response to ^1^O_2_. This acclimation response, in contrast to a cell death response (Ramel et al., 2013b), may have a growth inhibitory effect similar to that in the *flu* mutant (Laloi et al., 2006, 2007). This growth inhibitory effect of ^1^O_2_ may be exploited by plants under competition to modulate elongation growth to avoid excess elongation in anticipation of oncoming competition. The growth inhibitory effect of ^1^O_2_ may also be exerted via the action of other ^1^O_2_-responsive genes. In this regard, overexpression of the early ^1^O_2_-responsive *PUB25*, which encodes a U-box E3 ubiquitin ligase (**Table 3**), is known to cause growth inhibition in *Arabidopsis* (Li et al., 2021). 

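*PUB25* (AT3G19380, chromosome 3 from 6714133 to 6716178) rose in biological low R:FR, to 329 ± 35.5 normalized counts (SD, n = 3 libraries) from 184 ± 21.9 in weed-free, a log2 fold change of 0.84 (standard error 0.17, adjusted p = 0.00895 from limma). It had 256 ± 23.1 normalized counts in artificial low R:FR, and its log2 fold change of 0.48 did not pass the test (adjusted p = 0.108). The difference between the treatments was 0.36 and did not pass it either (adjusted p = 0.119). In TPM the log2 fold changes were 0.84 (adjusted p = 0.0118 from limma) and 0.54 (adjusted p = 0.0693). Every library of either treatment had a higher normalized count of *PUB25* than every weed-free library (exact permutation test, two-sided p = 0.1, no smaller p being possible). The gene has no overlap with a gene on the opposite strand. *PRR5*, a clock gene, was at 0.6, 0.5 and 43.9 TPM in artificial low R:FR and at 46.5, 44.7 and 54.8 TPM in weed-free. Without weed-free replicate 2 or biological low R:FR replicate 1 the rise in biological low R:FR did not pass the test, with log2 fold changes of 0.74 and 0.77.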

Interestingly, *PUB25* was among the ^1^O_2_-responsive genes that were upregulated under the biological and artificial low R:FR treatments (**Table 3**), and may play a role in modulation of growth by ^1^O_2_.

In closing, our results indicate that ^1^O_2_ production is an early response to reflected FR light from neighboring weeds. Our biological low R:FR light treatment allows the investigation of ^1^O_2_ acclimation responses under resource-independent competition. Under this condition, ^1^O_2_ itself may contribute to the acclimation response by up-regulating genes such as *ILL6*, which acts to reduce the pool of bioactive JAs. Further, the demonstration of up-regulation of *ST2b* under artificial and biological low R:FR light environments allows further investigations into the role of *ST2b* in plant competition.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Supplementary material

Supplementary Table 1 Incoming and reflected light spectral composition in the weed-free control, biological low R:FR and artificial low R:FR treatments.

Supplementary Table 2 Fluorescence intensity in leaf images of SOSG-treated *Arabidopsis* plants in the weed-free control, biological low R:FR and artificial low R:FR treatments.

Supplementary Table 3 Image analysis of leaf cell death in GSH-treated *Arabidopsis* plants in the weed-free control, biological low R:FR and artificial low R:FR treatments.

Supplementary Table 4 Expression profiles of ^1^O_2_-responsive genes in the biological and artificial low R:FR treatments.

# Supplementary material for: Plant competition cues activate a singlet oxygen signaling pathway in Arabidopsis thaliana
**Source:** Front Plant Sci. 2024 Aug 20;15:964476. doi: 10.3389/fpls.2024.964476
**Supplement:** Supplementary file 5

## Slide 1

Weed-free
Biological low R:FR
Artificial low R:FR
A
B
C
D
E
F
H
G
b
### Chart
| Category | | | |
|---|---|---|---|
| 7th leaf | 17.886 | 22.502999999999997 | 21.737000000000002 |
| 9th leaf | 15.99111111111111 | 20.750999999999998 | 21.059999999999995 |
### Chart
| Category | | | |
|---|---|---|---|
| 7th leaf | 18.535999999999998 | 21.338 | 24.58 |
| 9th leaf | 17.31555555555555 | 20.985999999999997 | 24.343 |b
b
b
c
c
a
b
b
a
a
a
7th leaf			9th leaf
Weed-free
Biological low R:FR
Artificial low R:FR

# Supplementary material for: Plant competition cues activate a singlet oxygen signaling pathway in Arabidopsis thaliana
**Source:** Front Plant Sci. 2024 Aug 20;15:964476. doi: 10.3389/fpls.2024.964476
**Supplement:** Supplementary file 6

## Slide 1

B
A
### Chart
| Category | | | |
|---|---|---|---|
| Light | 0.8348600000000003 | 0.814417777777778 | 0.8207311111111112 |
| 2 h Dark | 0.8697911111111114 | 0.8473511111111114 | 0.915977777777778 |
| 4 h Dark | 0.8379555555555558 | 0.8090777777777781 | 0.8757000000000001 |
| 6 h Dark | 0.838168888888889 | 0.5915755555555555 | 0.6755644444444446 |
### Chart
| Category | | | |
|---|---|---|---|
| Light | 5.115971666666667 | 4.524038333333333 | 4.003116666666667 |
| 2 h Dark | 4.857546666666667 | 4.2513716666666665 | 3.3727950000000004 |
| 4 h Dark | 5.749951666666667 | 4.326063333333333 | 3.752978 |
| 6 h Dark | 4.378498333333333 | 4.782150000000001 | 3.9376900000000012 |b
a
c
b
b
### Chart
| Category | | | |
|---|---|---|---|
| Light | 4.95995 | 4.390585000000001 | 3.874805 |
| 2 h Dark | 4.6965933333333325 | 4.109895 | 3.040703333333333 |
| 4 h Dark | 5.570081666666667 | 4.183821666666666 | 3.5596159999999997 |
| 6 h Dark | 4.231749999999999 | 4.62935 | 4.039255 |
### Chart
| Category | | | |
|---|---|---|---|
| Light | 2.3124199999999995 | 2.0817683333333337 | 1.8620783333333335 |
| 2 h Dark | 2.1610333333333336 | 1.9936333333333334 | 1.7411033333333332 |
| 4 h Dark | 2.452953333333333 | 2.005285 | 1.8471680000000004 |
| 6 h Dark | 2.0126616666666663 | 2.181153333333333 | 1.9343599999999999 |D
C
b
b
c
b
b
c
b
b
F
E
### Chart
| Category | | | |
|---|---|---|---|
| Light | 0.1928812018753114 | 0.2125174839819979 | 0.23963270657015465 |
| 2 h Dark | 0.21098817273994672 | 0.23078851509704942 | 0.3136588955546294 |
| 4 h Dark | 0.19003323900452848 | 0.2255214186753427 | 0.29018873543756624 |
| 6 h Dark | 0.2223097279750839 | 0.20872528885908023 | 0.27303273875564166 |b
b
b
c
b
c
b
Weed-free
Biological low R:FR
Artificial low R:FR
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
a
ab
ab
b
a
a
a
a
a
a
a
a
ab
ab
a
b
a
ab
a
a
### Chart
| Category | | | |
|---|---|---|---|
| Light | 7.114755555555555 | 6.460665555555555 | 5.515537777777777 |
| 2 h Dark | 7.084355555555557 | 6.273835555555556 | 4.989114444444444 |
| 4 h Dark | 7.371391111111112 | 5.992836666666666 | 5.345508749999999 |
| 6 h Dark | 6.528361111111111 | 6.228031111111111 | 5.369023333333334 |a
a
a
a
a
a
a
ab
a
a
a
a
a
a
a
b
a

# Supplementary material for: Plant competition cues activate a singlet oxygen signaling pathway in Arabidopsis thaliana
**Source:** Front Plant Sci. 2024 Aug 20;15:964476. doi: 10.3389/fpls.2024.964476
**Supplement:** Supplementary file 8

## Slide 1

### Chart
| Category | | | |
|---|---|---|---|B
A
### Chart
| Category | | | |
|---|---|---|---|b
c
C
D
### Chart
| Category | | | |
|---|---|---|---|E
[unsupported chart]
Weed-free
Biological low R:FR
Artificial low R:FR
a
a
a
b
a
### Chart
| Category | | | |
|---|---|---|---|a
a
a
b
b
a
ab
b

# Supplementary material for: Plant competition cues activate a singlet oxygen signaling pathway in Arabidopsis thaliana
**Source:** Front Plant Sci. 2024 Aug 20;15:964476. doi: 10.3389/fpls.2024.964476
**Supplement:** Supplementary file 9

## Slide 1

1× MES buffer
24 hrs
48 hrs
72 hrs
A
B
C
D
Control
E
G
H
F
Low R:FR
(biological)
J
L
I
K
Low R:FR
(biological)
transferred to
control
N
O
P
M
Low R:FR
(artificial)
T
Q
R
S
Low R:FR
(artificial)
transferred to
control

# Supplementary material for: Plant competition cues activate a singlet oxygen signaling pathway in Arabidopsis thaliana
**Source:** Front Plant Sci. 2024 Aug 20;15:964476. doi: 10.3389/fpls.2024.964476
**Supplement:** Supplementary file 10

## Slide 1

1× MES
50 mM GSH
100 mM GSH
150 mM GSH
200 mM GSH
A
D
B
C
E
Weed-free
control
F
G
H
I
J
Biological
low R:FR
L
K
M
N
O
Artificial
low R:FR

# Supplementary material for: Plant competition cues activate a singlet oxygen signaling pathway in Arabidopsis thaliana
**Source:** Front Plant Sci. 2024 Aug 20;15:964476. doi: 10.3389/fpls.2024.964476
**Supplement:** Supplementary file 11

## Slide 1

### Chart
| Category | | | | | | | | | | | | | | | | | | | | | |
|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|b
Weed-free
Biological low R:FR
c
Artificial low R:FR
b
Leaf cell death (%)
c
b
b
b
b
b
No GSH
50 mM GSH
100 mM GSH
150 mM GSH
200 mM GSH
a
a
a
a
a
a

# Supplementary material for: Plant competition cues activate a singlet oxygen signaling pathway in Arabidopsis thaliana
**Source:** Front Plant Sci. 2024 Aug 20;15:964476. doi: 10.3389/fpls.2024.964476
**Supplement:** Supplementary file 12

## Slide 1

50 mM H2O2
100 mM H2O2
200 mM H2O2
1× MES
150 mM H2O2
D
B
C
E
A
Weed-free
control
G
H
I
J
F
Biological
low R:FR
L
M
N
O
K
Artificial
low R:FR

How the deposited data were processed for this re-analysis (not part of the article)

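Leaf RNA of wild type *Arabidopsis* was sequenced in 9 libraries, 3 each for weed-free plants, for biological and for artificial low R:FR, with the leaves of 3 plants pooled in each. The authors' files hold a table of normalized counts for 16601 genes, a table of log2 fold changes and p-values for each of 3 comparisons, and a table of coverage, FPKM and TPM for 37363 genes of each library. Reads were aligned by an outside company with Bowtie 2 2.4.3 and counted with HTSeq 0.13.5, and DESeq2 1.30.1 was used for scaling and testing. The program that made the TPM tables is not named in the paper's text. Every normalized count is a whole number of reads divided by a single size factor per library (100% of values at a tolerance of 1e-06), so reads per gene could be recovered, and no gene had fewer than 10 reads over the 9 libraries. The p-values of the 3 deposited comparisons are the same gene by gene (largest difference 2.2e-05 on the log10 scale), with 1311 genes at an adjusted p under 0.05 and 7407 genes without one. The likelihood ratio test of DESeq2 over the 3 groups, run on the recovered reads of all genes, gave p-values a median of 0.0052 from them on the log10 scale and 1308 genes at an adjusted p under 0.05, against a median of 0.18 for the tests of single comparisons.

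The recovered reads of a library numbered 1683076, 2055178 and 2893820 (lowest, median and highest) in weed-free, 2169705, 2317593 and 3310210 in biological low R:FR and 2320957, 4548913 and 5025090 in artificial low R:FR. The 10 most abundant genes held 49.0 to 60.3% of them. Between replicates of a group the counts varied by 2.29 to 13.07 times the sampling noise (chi-square per degree of freedom). Gene names and positions are from the TAIR10 annotation, in which 16587 genes of the count table and 37145 of the TPM tables were found and 36825 had the same start and end. A gene was taken as overlapped when its exons share bases with exons of a gene on the opposite strand, which holds for 6711 genes of the count table. Where such an overlap is stated for tests across genes it is of at least 50 bp. Overlaps were found with bedtools 2.31.1.

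Genes with at least 10 normalized counts in at least 3 libraries (7132 genes, all of them in the TPM tables) were compared on log2 values with a pseudocount of 1, using limma 3.58.1 with a trended and robust variance in a single fit to all 9 libraries. Each low R:FR treatment was compared with weed-free, and the treatments with each other. Adjusted p-values are by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and all tests are two-sided. Single genes were also compared by an exact permutation test of their normalized counts or TPM, for which 3 libraries against 3 allow no p under 0.1. Groups of genes were tested with camera at a preset correlation of 0.01. Simulated data took the mean and spread over all 9 libraries, and the counts the depth of each, with genes changed in biological low R:FR. Against weed-free, limma recovered 69% of 100 genes changed 2-fold and 100% of those changed 4-fold with 13 false calls among 6816 genes, edgeR 69% and 100% with 8, DESeq2 57% and 96% with 9, and limma on TPM 59% and 95% with 5 among 17784 genes. In the counts the changed genes were drawn from the more abundant ones, and each gene took the spread usual for its abundance. Recovery in the real counts may thus be lower. A count of 0 was taken to allow up to 3 reads, for counting error only.

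Most genes named were chosen by a rule with 4 parts, written before the data were examined: the 8 genes of Table 3 and the reference gene *PRF1*; genes of Supplementary Table 4 whose direction or test stood out from their group; the 8 largest rises and falls of each comparison with weed-free and the 5 largest of the direct comparison, among genes past the threshold with a mean of at least 50 normalized counts and no overlap between the libraries compared; and up to 4 members with the smallest adjusted p of each gene list described, with members that went against the rest. The values of Table 3 and Supplementary Table 4 had been seen in the paper. Lists that hold genes of these tables, which the study chose on the same libraries, are thus not independent of its choice. Genes that rose in both treatments, *BAP1*, *ZAT12*, *PDF1.2* and the clock genes given library by library were named in addition, after their values were seen. The lists, also written before, cover shade avoidance and phytochrome response, auxin response, cell wall expansion, jasmonate biosynthesis, jasmonate inactivation, jasmonate response, singlet oxygen markers, hydrogen peroxide and antioxidants, salicylic acid and immunity, chlorophyll biosynthesis, the carotenoid pathway, the light-harvesting antenna, the circadian clock, sugar starvation, flavonoids, glucosinolates, sulfur deficiency, phosphate starvation, nitrate and iron status, senescence, and markers of guard cells and epidermis, vascular tissue, dividing cells, the floral transition and mesophyll.

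The alternatives fixed before the data were examined were pseudocounts of 0.5 and 5, no filter, a filter at 50 normalized counts (2891 genes), quantile normalization, TPM for the genes kept, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, limma without trend and robust, a fit to the 6 libraries compared, replicate number as a block, an adjusted p under 0.01, a change of at least 2-fold, the authors' p-values adjusted over the genes kept, camera with an estimated correlation, fry, and leaving out each library in turn. After the data were seen, TPM with its own filter (at least 1 TPM in at least 3 libraries and a pseudocount of 0.1, 17784 genes, 5669 of them among the genes kept) and the same with each library left out, genes without a gene on the opposite strand (2814 genes), and reads thinned to the smallest library were added. So were apeglm 1.24.0 shrinkage of the log2 fold changes of DESeq2, the likelihood ratio test over the 3 groups, and replicate number as a block in TPM with its own filter. The block in TPM is given for artificial low R:FR against weed-free, where the libraries with the same number correlate by 0.164, 0.134 and 0.246 in their deviations from the group means, each over 0.1. It is given for both comparisons with weed-free only where genes shared by the treatments are counted. All log2 fold changes given are without shrinkage unless it is named. Values given as TPM with an adjusted p are from this filter. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3. FPKM, RT-qPCR and the measurements of singlet oxygen and cell death were not analysed here, and the list of genes from 4 earlier singlet oxygen systems was not used here beyond the 57 genes of Supplementary Table 4.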

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

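The tests in TPM, with thinned reads and of clock genes below were chosen after the results they bear on were seen, as was the use of TPM to test the strand of the counts.

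By the direct test of biological against artificial low R:FR, 1784 genes differed, against 327 and 234 genes that changed against weed-free in biological and artificial low R:FR. With the reads of every library thinned to the smallest total, 1527 genes differed directly and 310 and 200 against weed-free, and in TPM, made by another counting, 6587 differed directly and 1558 and 621 (1450 with the replicate block) against weed-free, which argues against deeper sequencing of the artificial low R:FR libraries and against a wrong strand of the counts as its cause. A different time of day at harvest is a hypothesis that may account for it: between the treatments, morning genes of the clock had a median log2 fold change of -1.92 in TPM (7 genes, 1 of them above 0) and evening genes of 3.08 (6 genes, 0 below 0), which lie 5.0 apart. An effect of the light treatment itself on the clock and on other genes stays open as well and was not tested. So does a difference between the separate chambers of the 2 low R:FR sources, which the design cannot tell apart from the treatments. Without artificial low R:FR replicate 1, biological low R:FR replicate 1 and artificial low R:FR replicate 2 the direct count was 1067, 1135 and 1181, and in TPM 3644, 4082 and 4176.

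With 6 libraries split into 3 and 3 there are 10 splits, too few for a share under 0.1. The real split, 1 of the 10, gave 327 genes in biological low R:FR, 234 in artificial low R:FR and 1784 between the treatments, and the highest of the other splits gave 0 in each comparison. Every other split mixes libraries of both treatments. A difference between the treatments then adds to the spread within the groups and lowers the count. The 0 thus does not give the number of genes that chance would call.

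Between the treatments, sugar starvation and dark-inducible genes had a median log2 fold change of 1.46 and camera adjusted p = 0.00246 (adjusted p = 0.309 with an estimated correlation), with 5 of 6 members higher in biological low R:FR. Phosphate starvation genes had a median of -1.76 with 2 of 2 tested members lower (adjusted p = 0.0107 from camera, adjusted p = 0.389 with an estimated correlation). Genes of nitrate and iron status had a median of -1.56 with 4 of 5 members lower (adjusted p = 0.00796 from camera, adjusted p = 0.309 with an estimated correlation), among them *BHLH101*, whose direction was the opposite in TPM. The sugar, phosphate, and nitrate and iron lists hold genes of Supplementary Table 4: *DRM1* and *TPS11*, *NMT3*, and *COPT2*. The study chose these on the same libraries, so the lists are not independent of its choice. Mesophyll and photosynthetic core genes had a median of -0.98 with 6 of 10 members lower (adjusted p = 0.00014 from camera, adjusted p = 0.466 with an estimated correlation). In TPM the medians were 1.73 for sugar starvation genes (12 of 12 higher), -0.27 for phosphate starvation genes (2 of 7 lower and 1 higher), -0.64 for genes of nitrate and iron status (5 of 9 lower and 2 higher) and -0.97 for mesophyll genes (6 of 10 lower), and camera called neither the phosphate (adjusted p = 0.0992) nor the nitrate and iron list (adjusted p = 0.0903). *BOA*, a clock gene, was at 0.2, 0.1 and 0.5 TPM in the 3 artificial low R:FR libraries and at 1.5, 1.5 and 6.0 TPM in biological low R:FR.

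The paper does not report tests of the TPM values, in which limma called 1558 genes in biological and 621 in artificial low R:FR against weed-free (1450 with the replicate block). Leaving out each library moved the first count to between 159 (without weed-free replicate 1) and 2911 (without weed-free replicate 3), with 214, 192 and 990 genes without weed-free replicate 2, biological low R:FR replicate 1 and artificial low R:FR replicate 2. The second count moved to between 77 (without artificial low R:FR replicate 2) and 2047 (without artificial low R:FR replicate 3), with 192, 104, 126 and 398 genes without weed-free replicate 1, weed-free replicate 2, artificial low R:FR replicate 1 and biological low R:FR replicate 2. Members of lists that changed in TPM in biological low R:FR were 19 of 36 shade avoidance and phytochrome response genes, all higher, and 16 of 30 auxin response genes, all higher. So were 7 of 14 cell wall expansion genes, 3 of 6 jasmonate inactivation genes (with 1 lower) and 7 of 12 sugar starvation genes, while 11 of 20 glucosinolate genes were lower and 1 was higher.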

How the results depend on the processing

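The values for TPM with its own filter, for its replicate block, for genes without a gene on the opposite strand, and for thinned reads were computed after the data were seen.

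The number of genes changed moved by more than 1.5 times in at least 1 comparison with TPM, limma without trend and robust, the replicate block, an adjusted p under 0.01, a change of at least 2-fold, the authors' p-values, genes without a gene on the opposite strand and a library left out. With pseudocounts of 0.5 and 5, quantile normalization, edgeR, DESeq2 and the 6 libraries compared, the number of genes changed in each comparison stayed within 1.5 times 327, 234 and 1784. The simulated recovery of 2-fold changes was 69% for biological low R:FR against weed-free among the more abundant genes. Changes of genes with few counts, smaller changes, other depths and other numbers of libraries were not simulated. Of the log2 fold changes of single genes, 133 kept their direction and side of the threshold with DESeq2 and 8 no longer passed it. With edgeR 130 kept it, 11 no longer passed and 3 newly passed, with quantile normalization 139 kept it and 5 no longer passed, and in TPM for the genes kept 72 kept it, 52 no longer passed, 2 newly passed and 13 were reversed. Leaving out a library kept 98 (without biological low R:FR replicate 1) to 138 (without artificial low R:FR replicate 3). The correlation of the log2 fold changes of the treatments was -0.023 and ranged from -0.252 (stricter filter) to 0.267 (no filter). Where a value changed, the cause was not tested, except that a stricter threshold or fewer genes tested lower a count by construction.

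Genes changed, in the order biological low R:FR, artificial low R:FR and the direct comparison, were 39, 12 and 1428 with limma without trend and robust, 57, 42 and 916 at an adjusted p under 0.01, and 167, 155 and 1014 at a change of at least 2-fold. With the authors' p-values, which are the same in the 3 comparisons, each comparison had 1336. TPM for the genes kept gave 397, 106 and 2261, TPM with its own filter 1558, 621 and 6587, and genes without a gene on the opposite strand 74, 97 and 583. Of the genes changed in artificial low R:FR, 62.3% were higher in TPM for the genes kept, against 42.7% in the normalized counts. With its own filter TPM had a median log2 fold change over all genes of 0.14 in biological low R:FR and of 0.19 in the direct comparison. Of the genes called in TPM for the genes kept, 43 of those higher and 20 of those lower in biological low R:FR were also called in the normalized counts, and 4 and 9 in artificial low R:FR. Leaving out each library in turn gave 39 (without biological low R:FR replicate 1) to 454 (without artificial low R:FR replicate 3), 31 (without artificial low R:FR replicate 2) to 630 (without artificial low R:FR replicate 3), and 1067 (without artificial low R:FR replicate 1) to 1836 (without weed-free replicate 3). In every one of these fits 30, 23 and 862 of the genes were called.

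With replicate number as a block 488, 497 and 1986 genes changed, and *ST2a* and *ST2b* passed the test in artificial low R:FR with the same log2 fold changes (1.40 and 0.92). In the normalized counts libraries with the same number correlated, in their deviations from the group means, by 0.014 to 0.187 between weed-free and biological low R:FR, by 0.053 to 0.181 between weed-free and artificial low R:FR, and by -0.024 to 0.107 between the treatments, and weed-free replicate 1 correlated more with biological low R:FR replicate 2 (0.101) than with its replicate 1 (0.014). In TPM these were 0.001, 0.142 and 0.208 between weed-free and biological low R:FR, 0.164, 0.134 and 0.246 between weed-free and artificial low R:FR, and 0.011, 0.108 and 0.165 between the treatments, for numbers 1, 2 and 3, and weed-free replicate 1 again correlated more with biological low R:FR replicate 2 (0.129). In every treatment replicate 3 had the highest TPM of the evening clock genes *TOC1* and *ELF4* among its replicates. The libraries numbered 3 thus deviate together, while those numbered 1 do not in every pair, and only between weed-free and artificial low R:FR in TPM were all 3 pairs over 0.1. For that comparison the block with TPM and its own filter gave 1450 genes instead of 621, and it is given beside each result in TPM whose call or number it changed by more than 1.5 times, and changed no other call among the genes and lists whose test in TPM is given. The paper describes 3 independent experiments and a block design but does not say that the number of a library marks its experiment, so beyond that comparison whether the number pairs the libraries is left open.

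Of the genes of Supplementary Table 4, 32, 6 and 49 were called. This became 3 and 0 against weed-free with limma without trend and robust, 6 and 0 at an adjusted p under 0.01, and 10 in biological low R:FR at a change of at least 2-fold. It became 56 in both comparisons with weed-free with the authors' p-values. TPM for the genes kept called 12 in biological low R:FR and 32 directly, TPM with its own filter 19 and 11 against weed-free, and genes without a gene on the opposite strand 12, 2 and 25. Leaving out each library gave 1 (without biological low R:FR replicate 1) to 43 (without artificial low R:FR replicate 3) in biological low R:FR, 0 (without artificial low R:FR replicate 1) to 12 (without artificial low R:FR replicate 3) in artificial low R:FR, and 43 to 51 directly.

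Genes higher in both treatments numbered 4. This was 1 with DESeq2, 1 with limma without trend and robust, 2 with the stricter filter, 2 among genes without a gene on the opposite strand, and 0 at an adjusted p under 0.01. It was 7 with each of no filter, a pseudocount of 5 and quantile normalization, 15 in TPM for the genes kept, 46 in TPM with its own filter (89 with the block in both comparisons), 19 with the replicate block and 146 with the authors' p-values. Leaving out a library gave 0 (without artificial low R:FR replicate 2) to 17 (without artificial low R:FR replicate 3). Genes lower in both numbered 0 with limma, and 2 with the replicate block, 3 in TPM with its own filter (12 with the block in both comparisons), 89 with the authors' p-values, and 0 to 5 (without artificial low R:FR replicate 3) when a library was left out.

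Camera called 8, 4 and 4 gene lists, and 0 in each comparison with an estimated correlation. Fry called 1 in biological low R:FR, 0 in artificial low R:FR and 11 directly. In biological low R:FR camera called 5 with the authors' deposited values, 3 with thinned reads and 1 with the stricter filter. It called 13 in artificial low R:FR in TPM with its own filter, 2 with each of no filter, limma without trend and robust and the 6 libraries compared, and 0 with each of the stricter filter and genes without a gene on the opposite strand. In the direct comparison it called 8 in TPM for the genes kept, 10 in TPM with its own filter, 9 with no filter and 1 with the stricter filter. Leaving out a library gave 5 (without weed-free replicate 1 or 2) to 8 lists in biological low R:FR, 1 (without artificial low R:FR replicate 2) to 5 in artificial low R:FR, with 2 without weed-free replicate 2 or 3, and 4 to 6 directly.

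Among the genes named by the rule, directions were reversed in TPM, with both filters where the gene passed them, for *TolB* (-0.10 in biological low R:FR and -0.15 directly), AT3G13480 (0.19 in biological low R:FR), AT4G00500 (-0.21), *HEB1* (-0.34), AT3G22125 (1.22) and *LUX* (-1.52) in artificial low R:FR, and AT3G15460 (-0.79), *FER1* (-1.72), *FC1* (-0.31), *LUX* (2.30), *COL2* (-1.71) and *BHLH101* (3.45) directly. This leaves out other genes of Supplementary Table 4. In its group lower in biological and higher in artificial low R:FR, all 17 were lower directly in the counts, and 4 were called higher in TPM. Of the genes that rose in both treatments, AT4G08940 (-0.27 in biological and -0.29 in artificial low R:FR) and *ASY3* in artificial low R:FR (-0.05) were reversed as well. *ILL6*, with a log2 fold change of 3.22 in biological and 1.80 in artificial low R:FR from the normalized counts without a test and on 0 reads in 2 weed-free libraries, had 1.52 and 0.23 in TPM with its own filter. Alternatives that removed a gene or a list have no value for it.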

Differences from the paper's values

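The TPM values with their own filter and the lower bound, both named with *ILL6* below, and the shrinkage and the test over the 3 groups were chosen after the values were seen.

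The paper's methods state a type I error of 0.05 for all tests, and an adjusted p under 0.05 was used here. A log2 fold change is given below where its sign was the opposite of the paper's or where it lay further from the paper's value than the SD between replicates. The paper's methods cite Zhu et al. for their log2 fold changes, taken here as the publication of the apeglm shrinkage, which draws values toward 0, while those here are not shrunken, so the 2 are not the same quantity. With DESeq2 and apeglm on the recovered reads of all genes, chosen after the values were seen, 2 of the 118 log2 fold changes of Table 3 and Supplementary Table 4 differed. These were *ST2a* and *ST2b* in artificial low R:FR, with the SD taken from the standard error of the shrunken value. Across 16601 genes the shrunken values lay a median of 0.00039 and 0.00041 from the authors' deposited ones in biological and artificial low R:FR, and those of DESeq2 without shrinkage 0.37 and 0.35. The differences of log2 fold changes below are thus of values here without shrinkage from those of the paper. The paper's number of differentially expressed genes of Supplementary Table 4 is 57, and 32 were called here in biological low R:FR. Of the 23 alternatives set before the data were examined, 3 came within 1.5 times the paper's number: the replicate block (44), leaving out artificial low R:FR replicate 3 (43) and the authors' deposited p-values (56). The other 20 did not, with 37 at a pseudocount of 5, 34 with the 6 libraries compared and 33 with no filter as the highest of them. The likelihood ratio test of DESeq2 over the 3 groups, chosen after the values were seen, called 57, dropped 0 of the paper's, and gives a gene the same p in every comparison. The paper lists 6 genes as up-regulated in both treatments, and 0 were called in both here with limma. With edgeR and DESeq2 0 were called too, and 2 of the 5 tested had an unadjusted p under 0.05 in artificial low R:FR with limma. The authors' deposited p-values gave 5, and the other 22 alternatives gave 0, while the test over the 3 groups, with the sign of each shrunken log2 fold change, gave 6.

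In Table 3 the paper's artificial low R:FR value of *INV* is 0.24 and the log2 fold change here 0.64, or 0.24 with shrinkage. It no longer differed in TPM for the genes kept (0.21), with DESeq2 (0.63), without weed-free replicate 2 (0.57), without artificial low R:FR replicate 2 (0.52) and with the authors' deposited table (0.24), and differed in the other 15 of 20 alternatives. For *ILL6* in artificial low R:FR the paper's value is 0.09 and the value here 1.80, or 0.09 with shrinkage, which depends on the pseudocount, since 2 weed-free libraries have 0 reads. With 3 reads, the most that a count of 0 allows, in each of them the lower bound is 0.13, which is not over 1.5 times the paper's fold. The 1 alternative that holds the gene, no filter, rests on the same reads (1.80). TPM with its own filter gave 0.23 for *ILL6*, and of the 57 genes of Supplementary Table 4 that filter called 19 in biological low R:FR. The paper's artificial low R:FR value is 10.02 for *ST2a* and 2.23 for *ST2b*, and the log2 fold changes here were 1.40 and 0.92, or 0.74 and 0.68 with shrinkage, which differ as well. All 20 alternatives differed for *ST2a*, from 0.77 in the authors' deposited table to 1.83 without artificial low R:FR replicate 1, and all 21 for *ST2b*, from 0.62 without weed-free replicate 3 to 1.67 in TPM for the genes kept. The paper's 10.02 and 2.23 equal the biological low R:FR fold changes of the authors' deposited table on the linear scale.

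Of the genes of Supplementary Table 4 that are not in Table 3, 7 differed in artificial low R:FR without shrinkage and 0 with it, and in each case the authors' deposited table had the paper's value. For *IAA29* the paper's value is 0.08359 and the value here 0.64 (0.08 with shrinkage), without a difference at a pseudocount of 5, with edgeR, with DESeq2, without weed-free replicate 2 or 3 and without artificial low R:FR replicate 3, but with a difference in the other 13 of 20 alternatives. For AT1G21050 the paper's is 0.17065 and the value here 0.55 (0.17 with shrinkage), and it did not differ at a pseudocount of 5, with DESeq2, without weed-free replicate 3 and without artificial low R:FR replicate 1, but did in the other 15. For *MPSR1* the paper's is -0.07712 and the value here -0.71 (-0.08 with shrinkage), which did not differ at a pseudocount of 5, with edgeR, with DESeq2, with limma without trend and robust, with the 6 libraries compared, without weed-free replicate 1 or 3 and without each biological low R:FR replicate, but did in the other 9 of 20. For AT3G54150 the paper's is -0.66189 and the value here -1.32 (-0.66 with shrinkage), which did not differ in TPM for the genes kept, with edgeR, with DESeq2, without weed-free replicate 3 and without artificial low R:FR replicate 1 or 2, but did in the other 14 of 21. For *EXL3* the paper's is -0.38964 and the value here -0.89 (-0.38 with shrinkage), which did not differ in TPM for the genes kept and without artificial low R:FR replicate 1, but did in the other 17 of 20. For *PAR1* the paper's is -0.14478 and the value here -0.70 (-0.14 with shrinkage), which did not differ with edgeR, with DESeq2, without weed-free replicate 2 and without artificial low R:FR replicate 1 or 2, but did in the other 15 of 21. For *EDS5* the paper's is 0.00809 and the value here -0.001 (0.01 with shrinkage), so that only the sign differs and the values lie within the SD between replicates (0.204). It had the paper's sign with edgeR, with DESeq2, without weed-free replicate 1 and without artificial low R:FR replicate 1 or 2, but differed in the other 15 of 21, with 1.11 in TPM for the genes kept.

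In biological low R:FR the values of 4 genes of Supplementary Table 4 differed without shrinkage and 0 with it, again not from the authors' deposited table. For AT3G54150 the paper's value is 0.41175 and the value here 0.93 (0.41 with shrinkage), which did not differ with the stricter filter, quantile normalization, TPM for the genes kept, edgeR, DESeq2, limma without trend and robust, without weed-free replicate 1 or 2 and without biological low R:FR replicate 1 or 2, but did in the other 10 of 21 alternatives. For AT1G66510 the paper's is -0.61932 and the value here -0.96 (-0.62 with shrinkage), which did not differ at a pseudocount of 5, with edgeR, with DESeq2, with limma without trend and robust, without weed-free replicate 2 and without biological low R:FR replicate 1 or 2, but did in the other 13 of 21. For *PP2-A9* the paper's is -0.58475 and the value here -1.02 (-0.58 with shrinkage), which did not differ at a pseudocount of 5, in TPM for the genes kept, with edgeR, with DESeq2, without weed-free replicate 2 or 3 and without biological low R:FR replicate 1, but did in the other 12 of 20. For *COPT2* the paper's is -0.51046 and the value here -1.05 (-0.50 with shrinkage), which did not differ at a pseudocount of 5, in TPM for the genes kept, without weed-free replicate 2 and without biological low R:FR replicate 3, but did in the other 15 of 20.

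The paper lists all 8 genes of Table 3 as up-regulated in both treatments. In the normalized counts 6 of them, *INV*, *PUB25*, *TolB*, *ABC1K11*, *ST2a* and *ST2b*, rose in biological low R:FR, and *TCH4* passed the test at a pseudocount of 5, with no filter, with edgeR, with the replicate block and with the authors' deposited p-values. *ILL6* passed it in TPM with its own filter. None of the 7 genes tested passed it in artificial low R:FR with limma, while all had a log2 fold change above 0. *ST2b* passed it there in TPM with both filters, with the replicate block, without artificial low R:FR replicate 3 and with the authors' deposited p-values, and *ST2a* with the replicate block and the authors' deposited p-values. *INV*, *PUB25*, *TolB*, *TCH4* and *ABC1K11* passed it there only with the authors' deposited p-values, which are the same gene by gene in the 3 comparisons. All 8 genes passed the test over the 3 groups, which names no comparison, with a shrunken log2 fold change above 0 in both treatments. Of the directions stated in Supplementary Table 4, 12 of the 12 genes tested had that of the group higher in both treatments, 27 of 27 that of the group higher in biological and lower in artificial low R:FR, and 16 of 17 that of the group lower in biological and higher in artificial low R:FR.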

Other observations

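The tests in TPM below were chosen after the data were seen, and those on the strand of the counts were written down before their results.

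Of 36 shade avoidance and phytochrome response genes tested in TPM, 19 rose and none fell in biological low R:FR (limma, 0 lower at an unadjusted p under 0.05; 23 rose when adjusted over the list alone), and 5 rose and 2 fell in artificial low R:FR (9 and 3 over the list alone; 10 rose and 3 fell with the replicate block). *HFR1*, a repressor of elongation that shade induces, had log2 fold changes of 3.85 in biological (adjusted p = 3.37e-06 from limma) and 4.79 in artificial low R:FR (adjusted p = 2.95e-07). *PIL1* had 2.36 (adjusted p = 0.00146) and 4.06 (adjusted p = 8.4e-06), and the homeobox gene *ATHB2* had 1.43 (adjusted p = 0.00146) and 1.72 (adjusted p = 0.000185). Against the rest, *HAT3* fell in artificial low R:FR by 1.57 on the log2 scale (adjusted p = 0.00398), and *PIF4* rose in biological and fell in artificial low R:FR (0.51 and -0.65, adjusted p = 0.0376 and adjusted p = 0.028). Of 30 auxin response genes 16 rose in biological low R:FR and none fell (0 lower at an unadjusted p under 0.05; 22 over the list alone), and 8 rose and 1 fell in artificial low R:FR (14 and 1 over the list alone). *SAUR22* rose in both, by 1.32 and 1.28 on the log2 scale (adjusted p = 0.0036 and adjusted p = 0.00398 from limma), and *SAUR19* by 1.28 and 1.01 (adjusted p = 0.00431 and adjusted p = 0.00985). *TAA1*, an enzyme of auxin synthesis, fell by 1.17 in artificial low R:FR (adjusted p = 0.00999). Of 14 cell wall expansion genes 7 rose in biological and 2 in artificial low R:FR (9 and 3 over the list alone), among them *XTH24* with 1.40 and 1.49 (adjusted p = 0.00167 and adjusted p = 0.00104). Camera called the shade list in both treatments (adjusted p = 1.3e-08 and adjusted p = 0.00074; adjusted p = 0.139 and adjusted p = 0.215 with an estimated correlation), the auxin list (adjusted p = 3.12e-08 and adjusted p = 2.27e-07; adjusted p = 0.139 and adjusted p = 0.193 with an estimated correlation) and the cell wall list (adjusted p = 9.56e-05 and adjusted p = 0.0321; adjusted p = 0.239 and adjusted p = 0.575 with an estimated correlation). *COL2*, a gene under clock control, was at 33.5, 38.2 and 6.9 TPM in artificial low R:FR and at 4.5, 5.3 and 4.5 TPM in weed-free.

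Of 12 sugar starvation genes tested in TPM 7 rose in biological low R:FR (10 over the list alone), and 3 fell in artificial low R:FR (7 over the list alone), and all 12 were higher in biological than in artificial low R:FR. *BZIP1*, a transcription factor of low energy, had log2 fold changes of 0.98 (adjusted p = 0.0122 from limma) and -0.91 (adjusted p = 0.0245), and *DIN10* had 1.22 (adjusted p = 0.0296) and -1.64 (adjusted p = 0.0174). Camera called the list in both (adjusted p = 3.38e-06 and adjusted p = 1.39e-05; adjusted p = 0.154 and adjusted p = 0.215 with an estimated correlation). Of 20 glucosinolate genes 11 fell in biological low R:FR and 1 rose (12 and 2 over the list alone; adjusted p = 5.01e-07 from camera, adjusted p = 0.174 with an estimated correlation). *SOT17*, which adds the sulfate in glucosinolate synthesis, fell by 1.38 (adjusted p = 0.0148), while the myrosinase gene *TGG1* rose by 1.01 (adjusted p = 0.0252). None of the 20 changed in artificial low R:FR with limma in TPM (1 higher and 1 lower at an unadjusted p under 0.05). Of 10 sulfur deficiency genes 4 fell in biological low R:FR and 2 rose in artificial low R:FR, with *LSU1* in both (-2.11, adjusted p = 0.0254, and 1.93, adjusted p = 0.0486), and camera called the list in both (adjusted p = 4.99e-06 and adjusted p = 0.00824; adjusted p = 0.154 and adjusted p = 0.264 with an estimated correlation). Of 19 hydrogen peroxide and antioxidant genes 4 fell in biological low R:FR and none rose (1 higher at an unadjusted p under 0.05), namely the superoxide dismutase genes *FSD1* (-2.31, adjusted p = 0.00473) and *FSD3* (-1.06, adjusted p = 0.0075) and the ascorbate peroxidase genes *SAPX* (-1.02, adjusted p = 0.00642) and *APX1* (-1.13, adjusted p = 0.00894), and camera called the list (adjusted p = 4.79e-06; adjusted p = 0.154 with an estimated correlation). *GR1* and *VTE4*, both overlapped by a gene on the opposite strand, were the 2 that rose in artificial low R:FR, by 1.16 and 1.34 (adjusted p = 0.0276 and adjusted p = 0.0165), where 4 rose and 2 fell with the replicate block. Leaving out single libraries moved the numbers of all genes called in TPM from 1558 to 159 (without weed-free replicate 1), 214 (without weed-free replicate 2) and 192 (without biological low R:FR replicate 1) and from 621 (1450 with the replicate block) to 77 (without artificial low R:FR replicate 2), 126 (without artificial low R:FR replicate 1), 104 (without weed-free replicate 2) and 192 (without weed-free replicate 1), and the counts of each list were not computed without them. *RVE8*, a morning gene of the clock, was at 10.5, 12.4 and 1.9 TPM in artificial and at 1.3, 1.0 and 0.4 TPM in biological low R:FR.

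In the normalized counts fewer members of these lists could be tested. These counts hardly follow TPM across genes, so a test not passed does not show that a gene's own transcript was unchanged. Some members, among them *IAA29*, *PAR1*, *BGL1*, *GGP1*, *NMT3*, *COPT2*, *COL2*, *LUX* and *EDS5*, are in Supplementary Table 4. The study chose these on the same libraries, so counts and camera calls of their lists are not independent evidence. In biological low R:FR 2 of 16 shade genes, *IAA29* and *PAR1*, and 3 of 14 auxin genes, *IAA29*, *IAA14* and *BGL1*, rose (3 and 3 over the list alone), and camera called both lists (adjusted p = 0.0118 and adjusted p = 0.0393; adjusted p = 0.295 and adjusted p = 0.389 with an estimated correlation). *FSD1* fell by 2.76 on the log2 scale (adjusted p = 0.0136 from limma), the 1 of 10 hydrogen peroxide and antioxidant genes called (2 higher and 2 lower over the list alone), and *CAT3* fell by 1.15 in artificial low R:FR (adjusted p = 0.0285). Of 10 mesophyll and photosynthetic core genes 3 fell in biological low R:FR (8 over the list alone), *RBCS1A* (-0.67, adjusted p = 0.0362), *RCA* (-0.94, adjusted p = 0.0348) and *CA1* (-0.82, adjusted p = 0.039), with adjusted p = 2.82e-05 from camera (adjusted p = 0.457 with an estimated correlation). None of the 10 passed in artificial low R:FR with limma or edgeR, where 5 were higher at an unadjusted p under 0.05 and DESeq2 called 1. Of 13 glucosinolate genes 2, *GGP1* and *MYB29*, and of 22 chlorophyll biosynthesis genes 1, *CHLH*, fell in biological low R:FR (6 and 1 over the list alone), and camera called both lists (adjusted p = 0.0189 for each, and adjusted p = 0.47 with an estimated correlation). The camera calls of sugar starvation (adjusted p = 0.0201), phosphate starvation (adjusted p = 0.0305) and nitrate and iron status (adjusted p = 0.0305) in biological low R:FR were likewise lost (adjusted p = 0.389, adjusted p = 0.405 and adjusted p = 0.389 with an estimated correlation). Those of sugar starvation (adjusted p = 0.0357), phosphate starvation (adjusted p = 0.0403) and nitrate and iron status (adjusted p = 0.0357) in artificial low R:FR were lost too (each adjusted p = 0.412 with an estimated correlation). The members called were *NMT3*, lower in biological and higher in artificial low R:FR, *NIA2*, lower in biological low R:FR (-1.05, adjusted p = 0.0468), and *COPT2*, higher in artificial low R:FR. *BBX25* of the shade list rose in artificial low R:FR (0.95, adjusted p = 0.0139), where none of the 14 auxin, 22 chlorophyll, 13 glucosinolate, 6 sugar starvation and 6 salicylic acid genes passed with limma, edgeR or DESeq2, with 1 auxin, 3 chlorophyll and 1 glucosinolate gene higher and 2 chlorophyll and 4 sugar starvation genes lower at an unadjusted p under 0.05 from limma. In biological low R:FR none of the 6 sugar starvation and 6 sulfur deficiency genes passed with limma or DESeq2, and edgeR called 2 sugar starvation genes higher. Without adjustment 2 sugar starvation genes were higher and 2 sulfur deficiency genes lower at a p under 0.05 from limma. Of 9 clock genes *COL2*, overlapped by a gene on the opposite strand, rose in biological low R:FR (0.59, adjusted p = 0.0495), and in artificial low R:FR *LUX*, overlapped by 698 bp, rose (1.1, adjusted p = 0.0183) and *ELF4* and *FKF1* fell (-2.98 and -3.10, adjusted p = 0.0431 and adjusted p = 0.0222). Of 6 sulfur deficiency genes *APR2* rose (1.79, adjusted p = 0.0177; overlapped by 782 bp) and *SULTR1;2* fell (-1.14, adjusted p = 0.00546) in artificial low R:FR. Of 6 salicylic acid and immunity genes *EDS5*, overlapped by 213 bp, fell in biological low R:FR (-0.68, adjusted p = 0.0267). With limma none of the 8 carotenoid, 19 antenna, 1 flavonoid, 2 senescence, 4 guard cell and epidermis, 2 vascular and 1 dividing cell genes and 5 cell wall genes changed against weed-free, and edgeR called 1 of them, a cell wall gene in biological low R:FR, and DESeq2 none. At an unadjusted p under 0.05 from limma these included 1 higher carotenoid gene, 1 higher and 3 lower antenna genes, 1 higher and 2 lower guard cell genes and 1 higher cell wall gene in biological low R:FR, and 1 lower carotenoid, 1 higher and 1 lower antenna, 1 higher flavonoid, 1 lower senescence, 1 higher guard cell and 1 higher cell wall gene in artificial low R:FR. No floral transition gene passed the filter. *LNK1*, a clock gene, was at 44.5, 50.4 and 34.1 TPM in artificial low R:FR and at 30.9, 29.8 and 30.1 TPM in weed-free.

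In TPM, 5 of 26 chlorophyll biosynthesis genes fell in biological low R:FR (10 over the list alone; adjusted p = 1.3e-08 from camera, adjusted p = 0.166 with an estimated correlation), and 2 of 10 mesophyll genes fell (6 over the list alone; adjusted p = 5.14e-06 from camera, adjusted p = 0.21 with an estimated correlation). Of 4 flavonoid genes *FLS1* fell by 1.03 (adjusted p = 0.0192; 3 lower over the list alone), and camera called the list (adjusted p = 0.00123; adjusted p = 0.204 with an estimated correlation), as it did the 15 carotenoid genes (adjusted p = 0.00438; adjusted p = 0.139 with an estimated correlation), of which 5 were lower at an unadjusted p under 0.05 and none passed with limma. Of 19 antenna genes 2 rose and 2 fell, with *LHCB4.3* at -1.86 (adjusted p = 0.00157). Of 18 clock genes *RVE4* rose (0.82, adjusted p = 0.0417; 0 over the list alone), 1 of 7 phosphate starvation genes rose and 1 fell, 1 of 9 nitrate and iron genes rose and 1 fell, and 1 of 6 vascular genes fell. None of the 15 salicylic acid, 9 senescence, 5 guard cell, 8 dividing cell and 2 floral transition genes changed there with limma, with 1 senescence, 1 guard cell and 2 dividing cell genes higher at an unadjusted p under 0.05. In artificial low R:FR 3 of 9 senescence genes rose, with *SAG21* by 1.63 (adjusted p = 0.00533), and camera called the list (adjusted p = 0.0312; adjusted p = 0.215 with an estimated correlation), of which 5 rose and 1 fell with the replicate block. Of 15 salicylic acid genes 1 rose and 2 fell (5 and 2 over the list alone; 6 and 3 with the replicate block), of 19 antenna genes 2 rose, with *ELIP1* by 3.87 (adjusted p = 0.0486), and 1 of 15 carotenoid genes rose (3 with the replicate block). Camera called the salicylic acid and carotenoid lists only with the block (adjusted p = 0.0327 for each; adjusted p = 0.701 and adjusted p = 0.369 with an estimated correlation). In the same treatment 1 of 4 flavonoid genes rose (3 over the list alone and 3 with the replicate block), 2 of 9 nitrate and iron genes (3 higher and 1 lower over the list alone) and 1 of 7 phosphate starvation genes (3 over the list alone), and camera called these lists (adjusted p = 0.0101, adjusted p = 0.0234 and adjusted p = 0.0395; adjusted p = 0.259, adjusted p = 0.259 and adjusted p = 0.215 with an estimated correlation). None of the 26 chlorophyll, 18 clock, 10 mesophyll, 5 guard cell, 6 vascular, 8 dividing cell and 2 floral transition genes changed in it with limma, where at an unadjusted p under 0.05 3 chlorophyll, 7 clock, 6 mesophyll and 1 guard cell genes were higher and 2 chlorophyll, 8 clock, 1 guard cell, 1 vascular and 3 dividing cell genes lower (7 and 6 clock genes and 6 mesophyll genes over the list alone). With the replicate block 3 chlorophyll, 6 clock and 3 mesophyll genes rose and 6 clock genes fell in artificial low R:FR, among the last *TOC1* (-2.46, adjusted p = 0.00196). Camera called the mesophyll and dividing cell lists (adjusted p = 0.0179 and adjusted p = 0.0101; adjusted p = 0.546 and adjusted p = 0.215 with an estimated correlation). *ELF3*, a clock gene, was at 3.2, 4.3 and 14.6 TPM in artificial low R:FR and at 16.6, 18.5 and 31.2 TPM in weed-free.

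Among genes with a mean of at least 50 normalized counts and no overlap between the libraries compared, the largest rises in biological low R:FR in the normalized counts were *PLDP1* (2.34, adjusted p = 8.04e-05), AT3G09745 (2.32), AT1G23050 (1.65), AT3G51330 (1.60), AT2G41750 (1.57), AT3G08660 (1.50), AT5G59070 (1.39) and AT1G22330 (1.34), and the largest falls AT5G08825 (-2.30), AT3G13480 (-1.97), AT4G21770 (-1.82), *GSTU20* (-1.66), *FBA1* (-1.63), *RBCS1B* (-1.62), AT1G14800 (-1.56) and AT1G31220 (-1.46). Of these, AT3G09745, AT1G23050, AT2G41750, AT5G59070, AT5G08825, AT3G13480, AT4G21770, AT1G14800 and AT1G31220 are overlapped by a gene on the opposite strand, and AT3G13480 had 0.19 in TPM. By the same limits, which leave out larger changes of genes with fewer counts, the largest rises in artificial low R:FR were AT5G06385 (2.13), *ARF1A1C* (2.00), AT1G62170 (1.75), AT1G08477 (1.48), AT2G37975 (1.48), AT1G69572 (1.46), AT4G00500 (1.41) and *HEB1* (1.37), of which all but AT2G37975 are overlapped, and the largest falls AT3G44690 (-2.77), AT2G37230 (-2.68), AT5G27330 (-2.32), AT3G15635 (-2.28), AT3G22125 (-2.00), *AIF1* (-1.99), *AGL67* (-1.73) and AT4G01670 (-1.55), of which AT3G15635, AT3G22125, *AGL67* and AT4G01670 are overlapped. In TPM AT4G00500 had -0.21, *HEB1* -0.34 and AT3G22125 1.22. Directly and within these limits, *DRM2* (6.11), AT1G69890 (5.30), AT2G15960 (3.74) and AT3G15460 (3.68; -0.79 in TPM) were, with *GRP7*, the most higher in biological low R:FR, and AT5G06385 (-3.20), AT1G05257 (-3.02), AT5G09175 (-3.01), AT5G08825 (-2.89) and AT1G62170 (-2.80) the most lower. *PRF1*, the RT-qPCR reference gene, had 4.19 ± 2.63 normalized counts (SD, n = 3 libraries) in biological low R:FR, 6.60 ± 3.77 in artificial low R:FR and 4.05 ± 1.29 in weed-free, too few to be tested, but lay between 147 and 202 TPM in the same 9 libraries, where it had log2 fold changes of 0.22 (adjusted p = 0.231 from limma) and 0.32 (adjusted p = 0.143) in biological and artificial low R:FR. *RVE1*, a clock gene, was at 2.5, 3.3 and 0.7 TPM in artificial low R:FR and at 0.3, 0.4 and 0.3 TPM in weed-free.

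The normalized counts hardly follow TPM across genes. Over 5107 genes whose exons overlap those of a gene on the opposite strand by at least 50 bp, the mean normalized count had a Spearman correlation of 0.575 with the coverage of the opposite gene over the overlap and of 0.028 with the gene's own, which is consistent with reads being counted for the gene on the opposite strand, a hypothesis, since the strand setting was not tested on the reads. Over 9876 genes without any overlap the correlation with the gene's own coverage was 0.415, which argues against a count table with its genes out of order. Taking gene length into account gave 0.081 over all genes, which argues against length as the cause. No biological explanation was tested, since both sets of values are from the same libraries.

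For the 57 genes of Supplementary Table 4 the direction between biological and artificial low R:FR was compared with TPM. Where exons overlap by at least 50 bp and both genes have TPM values, 10 of 10 count changes had the sign of the opposite gene and 6 of 10 that of the gene itself, and 16 of 16 with a value for the opposite gene had its sign, so that reads of the opposite gene may account for these. Over all 50 genes with a TPM value 82.0% (41) had the sign of their own transcript, as did 31 of the 35 that no single opposite-strand gene overlaps by at least 50 bp, so that a change in the gene's own transcript may account for most of the others. Genes are not independent replicates, and the genes were chosen by the study on the same libraries.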
